# Integrated comparative transcriptome and physiological analysis reveals the metabolic responses underlying genotype variations in NH_4_^+^ tolerance

**DOI:** 10.3389/fpls.2023.1286174

**Published:** 2023-12-13

**Authors:** Haifei Chen, Wei Lv, Wenqi Zhang, Jie Zhao, Quan Zhang, Zhenhua Zhang

**Keywords:** nitrogen, NH_4_^+^ toxicity, NH_4_^+^ assimilation, phenylpropanoid biosynthesis, transcriptome analysis

## Abstract

Several mechanisms have been proposed to explain NH_4_^+^ toxicity. However, the core information about the biochemical regulation of plants in response to NH_4_^+^ toxicity is still lacking. In this study, the tissue NH_4_^+^ concentration is an important factor contributing to variations in plant growth even under nitrate nutrition and NH_4_^+^ tolerance under ammonium nutrition. Furthermore, NH_4_^+^ led to the reprogramming of the transcriptional profile, as genes related to trehalose-6-phosphate and zeatin biosynthesis were downregulated, whereas genes related to nitrogen metabolism, camalexin, stilbenoid and phenylpropanoid biosynthesis were upregulated. Further analysis revealed that a large number of genes, which enriched in phenylpropanoid and stilbenoid biosynthesis, were uniquely upregulated in the NH_4_^+^- tolerant ecotype Or-1. These results suggested that the NH_4_^+^-tolerant ecotype showed a more intense response to NH_4_^+^ by activating defense processes and pathways. Importantly, the tolerant ecotype had a higher ^15^NH_4_^+^ uptake and nitrogen utilization efficiency, but lower NH_4_^+^, indicating the tolerant ecotype maintained a low NH_4_^+^ level, mainly by promoting NH_4_^+^ assimilation rather than inhibiting NH_4_^+^ uptake. The carbon and nitrogen metabolism analysis revealed that the tolerant ecotype had a stronger carbon skeleton production capacity with higher levels of hexokinase, pyruvate kinase, and glutamate dehydrogenase activity to assimilate free NH_4_^+^, Taken together, the results revealed the core mechanisms utilized by plants in response to NH_4_^+^, which are consequently of ecological and agricultural importance.

## Introduction

Nitrogen (N) is an essential plant macronutrient that is required for growth and is thus important in agricultural production. NH_4_^+^-based fertilizers contain commonly used N forms synthesized via the Haber–Bosch process (Halvorson et al., 2014). While NH_4_^+^ is the preferred form of N for plants at low concentrations, it is toxic to plants at high concentrations (von Wirén et al., 2000; Britto and Kronzucker, 2002). As NH_4_^+^ escapes little with water in soil and elevated CO_2_ reduces nitrate reductions in C3 species, a “more NH_4_^+^ solution” was considered to mitigate nitrogen pollution and improve crop yields (Rubio-Asensio and Bloom, 2016; Subbarao and Searchinger, 2021). However, excess NH_4_^+^/NH_3_ atmospheric depositions have attracted attention in recent decades as they caused environmental problems related to species richness and composition (Stevens et al., 2004; Clark and Tilman, 2008; Duprè et al., 2010). The mechanisms underlying NH_4_^+^ toxicity in plants are consequently of ecological and agricultural importance.

NH_4_^+^ toxicity causes a retardation in plant growth, shortened roots, reduced root gravitropism, and leaf chlorosis (Britto and Kronzucker, 2002; Li et al., 2014). Several mechanisms have been proposed to explain NH_4_^+^ toxicity, including the depletion of organic acids (Hachiya et al., 2010), deficiency of cations (Hoopen et al., 2010), futile transmembrane NH_4_^+^ cycling (Britto et al., 2001; Li et al., 2022), photodamage to photosystem II (Dai et al., 2014), reactive oxygen and nitrogen species (RONS) induced oxidative stress (Liu et al., 2022), and the disruption of hormonal homeostasis (Li et al., 2012). The reactions of NH_4_^+^ conjugation to glutamic acid and the synthesis of glutamic acid are critical for the detoxification of NH_4_^+^, and are catalyzed by glutamine synthase (GS), glutamate synthase (GOGAT), and glutamate dehydrogenase (GDH) (Masclaux-Daubresse et al., 2006). Studies have shown that GS activity is upregulated by high external NH_4_^+^ levels and that NH_4_^+^-tolerant plants have higher GS activity and lower levels of NH_4_^+^ accumulation in their tissues (Cruz et al., 2006; Guan et al., 2016). In addition, NH_4_^+^ uptake is tightly controlled through the NH_4_^+^-dependent inhibition of AMT1 by the phosphorylation of Thr-460 (Straub et al., 2017).

In recent years, numerous genetic loci controlling NH_4_^+^ toxicity have been identified by screening for mutants. The Arabidopsis mutant *hsn1-1* and its alelic mutant *vtc1* are hypersensitive to NH_4_^+^ because of point mutations in the gene encoding GDP-mannose pyrophosphorylase (GMPase). Defects in protein N-glycosylation of *hsn1-1* have been linked to the root hypersensitivity phenotype (Qin et al., 2008). Based on leaf hypersensitivity to NH_4_^+^, *ammonium overly sensitive 1* (*amos1*) and *amos2* were identified. *amos1* was found to be an allelic mutation of EGY1 encoding a plastid metalloprotease. AMOS1/EGY1 mediated plastid retrograde signaling regulates NH_4_^+^-responsive genes to maintain chloroplast functionality (Li et al., 2012). An *ammonium tolerance mutant* (*amot1*) was identified as allelic to *EIN3*, which positively regulates ROS production and induces oxidative stress under NH_4_^+^ stress (Li et al., 2019a). Moreover, other genetic loci that control root development and gravitropism have been identified in Arabidopsis, including *auxin resistant 1* (*aux1*), *tiny root hair 1* (*trh1*), *dolichol phosphate mannose synthase1* (*dpms1*), and *gravitropism sensitive to ammonium 1* (*gsa1*) (Li et al., 2014).

Although the numerous genetic loci were found to associate with the toxicity of NH_4_^+^ nutrition, the function studies of individual genes cannot fully reflect the natural responses of plants to NH_4_^+^ toxicity. The tolerance of plants to NH_4_^+^ depends on the species and variety. For example, some rice cultivars have adapted to NH_4_^+^, while *Arabidopsis thaliana* and the *Brassicaceae* family are sensitive to NH_4_^+^ (Esteban et al., 2016; Li et al., 2021). In this study, we explore the cellular threshold of NH_4_^+^ concentration by investigated the *A. thaliana* natural accessions. More importantly, the core information about the biochemical regulation of plants in response to NH_4_^+^ toxicity was identified by comparative assessments of the sensitive and tolerant species.

## Materials and methods

### Plant material and culture conditions

A natural accessions of *Arabidopsis thaliana* were used in this study (**Table S1**). Surface-sterilized seeds were sown onto nutritional soil in a greenhouse (300 μmol photons m^-2^ s^-1^, 16 h photoperiod, 22°C) for 7 d. Then, eight uniformly growing plants of each ecotype were grown hydroponically with 4 L of nutritional media per pot, containing 1 mM Ca(NO_3_)_2_ or 1 mM (NH_4_)_2_SO_4_. The other essential nutrients in the two different nitrogen nutrient solutions were the same as our previous study (Chen et al., 2021), specially 1.25 mM KCl, 0.625 mM KH_2_PO_4_, 0.5 mM MgSO_4_, 25 μM Fe-EDTA, 17.5 μM H_3_BO_3_, 3.5 μM MnCl_2_, 0.25 μM ZnSO_4_, 0.05 μM NaMoO_4_, and 0.125 μM CuSO_4_. It is of note that the concentration of Ca^2+^ in the solution was uniformly set to 1.5 mM, and The pH was buffered to 6.0 using 2.5 mM MES. The *thaliana* natural accessions was grown under the NH_4_^+^ and NO_3_^-^.

The seedlings were first grown in 1 mM Ca(NO_3_)_2_ nutrient solution for 5 d and then transferred to nitrogen-free nutrient solution for 3 d. Subsequently, the *thaliana* natural accessions were grown under the NH_4_^+^ and NO_3_^-^ treatments for 8 days to investigate the NH_4_^+^ concentration and fresh weight. The culture solution was refreshed every 4 days.

### Measurement of the NH_4_^+^ and total nitrogen concentrations

NH_4_^+^ was extracted with deionized water using fresh rosette leaves. The supernatant was used to determine the NH_4_^+^ concentration after the samples were centrifuged at 12,000 × g. Briefly, 20 μL supernatant was mixed with 0.5 mL phenol solution (10 g/L Phenol, 100 mg/L sodium nitrosoferricyanide) and 5 mL sodium hypochlorite alkaline solution (Sodium hydroxide 5 g, sodium hydrogen phosphate 3.53 g, sodium phosphate 15.9 g, sodium hypochlorite solution (ω= 5.25%) 5 mL, dissolved in 500 ml deionized water). The NH_4_^+^ concentrations were measured colorimetrically using phenol hypochlorite (Berthelot reaction) colorimetry at 630 nm, and (NH_4_)_2_SO_4_ was used as a standard.

For total nitrogen (TN) measurement, the plants were sampled and then dried at 105°C for half an hour and further dried at 65°C until a constant weight. The samples were weighed 0.100g using a thousand balance, packed in 150 mL narrow-mouth triangular flasks, boiled with H_2_SO_4_-H_2_O_2_ until transparent and clear. The solution was transferred to a 50 mL volumetric flask and made up to volume. The solution was then filtered and analyzed using a continuous-flow analyzer AA3 (Autoanalyzer 3; SEAL, Germany). NUtE (Nitrogen utilization efficiency) was calculated as dry shoot biomass/shoot N.

### Enzyme activity

Fresh samples (100 mg) were homogenized in 3 mL of 50 mM Tris-HCl buffer (pH 8.0) containing 2 mM Mg^2+^, 2 mM DTT, and 0.4 M sucrose. After centrifuged at 10000 × *g* and 4°C for 10 min, the supernatant was then used to determine the activity of glutamine synthase. The activities of GS were measured according to the reference (Chen et al., 2018). Briefly, 0.5 mL supernatant was mixed with 1.6 mL reagent^①^, which is composed of 100 mM Tris-HCl (pH 7.4), 80 mM MgSO4, 20 mM glutamate, 20 mM cysteic acid, 2 mM EGTA and 80 mM hydroxyl-amine hydrochloride, and 0.7 mL reagent^②^, which is composed of 40 mM ATP. The 3 mL reaction mixture was incubated for 30 min at 37°C and was terminated by adding 1 mL FeCl_3_ reagent (88 mM FeCl_3_, 670 mM HCl and 200 mM TCA). After 10 min, the mixture was centrifuged at 4000 × *g* for 10 min, and the absorption value of supernatanta solution was determined at 540 nm wavelength.

NADH-dependent glutamate dehydrogenase was measured according to the reference (Groat and Vance, 1981). Briefly, fresh samples (100 mg) were homogenized in 3 mL of 50 mM Tris-HCl buffer (pH 8.0). 50 μL of the supernatant was mixed with the 950 μL reagent, which contained 100 μM NADH, 2.5 mM 2-oxoglutarate (2-OG), 200 mM NH_4_Cl. The enzyme activity was defined as the reduction of absorbance due to NADH at 340 nm. The assay of enzyme activity was performed according the instruction of commercial kit (NADH-GDH kit, BC1465, Solarbio).

Pyruvate (Pyr) concentrations were measured according to the reference with some modifications (Kachmar and Boyer, 1953). Pyr reacts with 2, 4-dinitrophenylhydrazine to form pyruvate-2, 4-dinitrophenylhydrazone, which could be determined by calorimetry. Briefly, 0.1 g Fresh samples (100 mg) were homogenized in 1 mL trichloroacetic acid (8%) and placed on ice for 3 min. After centrifuged at 8000 × *g* and 4°C for 10 min, 75 μL the supernatant was added to the enzyme label plate and added 25 μL 2, 4-dinitrophenylhydrazine (0.05%), to react 2 min. Finally, 125 μL 1.5 M NaOH was added, and the absorption value of the tube was determined at 520 nm wavelength. The assay was performed using the Micro Pyruvate Assay Kit (BC2205; Solarbio).

Pyruvate kinase (PK) activity was measured according to the reference (Lepper et al., 2010). The assay was performed according to the instructions of the Pyruvate Kinase Assay Kit (BC0540; Solarbio). Briefly, 0.1 g Fresh samples (100 mg) were homogenized in 3 mL extracting solution, which contained 100 mM Tris-HCl (pH 7.5), 10 mM β-mercaptoethanol, 12.5% (v/v) glycerine, l mM EDTA-Na_2_, 10 mM MgCl_2_, and 1% (m/v) PVP-40. After centrifuged at 8000 × *g* and 4°C for 10 min, 0.1 mL of the supernatant was mixed with 0.9 mL reagent, which contained 100 mM Tris-HCl (pH 7.5), 10 mM MgCl_2_, 0.16 mM NADH, 75 mM KCl, 5.0 mM ADP, 7.0 units L-lactate dehydrogenase (LDH), and 1.0 mM phosphoenolpyruvate (PEP). The absorption values at 340 nm wavelength were immediately recorded at 20s and 140s.

Hexose kinase (HXK) activity was measured according to the reference (Pancera et al., 2006). The assay was performed according to the instructions of the Hexose Kinase Assay Kit (BC0740; Solarbio). Briefly, 0.1 g Fresh samples (100 mg) were homogenized in 1 mL extracting solution. After centrifuged at 8000 × *g* and 4°C for 10 min, 10 μL the supernatant was added to the enzyme label plate, followed by 10 μL G-6-PDH solution (0.12 g/L) and 180 μL reagent, which 5 μl of a 2.0 mM NADP^+^ solution, 15 μl of a 0.1 M ATP solution, 50 μl of a 1 M glucose solution, and 110 μL of a 100 mM Tris–HCl buffer (pH 7.5). The absorption values at 340 nm wavelength were immediately recorded at 20s and 320s.

### ^15^N-NH_4_^+^ isotope tracing

The objective of ^15^N-labeling experiment after 3d of N starvation is investigate the transport capacity of both genotypes. Seedlings were first grown in 1 mM Ca(NO_3_)_2_ nutrient solution for 5 d, and then transferred to a nitrogen-free nutrient solution for 3 d. Subsequently, the plants were transplanted into 1 mM (^15^NH_4_)_2_SO_4_ with a ^15^N abundance of 5%. Samples were taken at 3, 6, and 24 h to determine the ^15^N content.

### Comparative transcriptome analysis

The seedlings were grown in a NO_3_^-^ nutrient solution for 5 d, and then transferred to a nitrogen-free nutrient solution for 3 d to deplete the stored NO_3_^-^. Subsequently, the plants were transferred to 1 mM Ca(NO_3_)_2_ or 1 mM (NH_4_)_2_SO_4_ for 1 d. The total RNA was then extracted from the roots of the NH_4_^+^-tolerant and -sensitive ecotypes. Three biological replicates were used for each ecotype under each treatment. The sequencing library was generated using the NEBNext Ultra™ RNA Library Prep Kit from Illumina (New York, NEB, USA), followed by sequencing on an Illumina HiSeq 2500 platform (San Diego, CA, USA). Gene expression levels were calculated using the FPKM method (Fragments Per Kilobase per Million mapped reads. Differentially expressed genes (DEGs) were defined as genes with |log_2_^(fold change)^ | >1 and a false discovery rate (FDR) < 0.05. The comparative transcriptome between NH_4_^+^ and NO_3_^-^ was identified through comparisons of the FPKM values for each gene between NH_4_^+^ and NO_3_^-^. The comparative transcriptome between the two genotypes was identified through comparisons of the FPKM values for each gene between Or-1 and the Rak-2. GO enrichment analysis was performed by the agriGo program (http://bioinfo.cau.edu.cn/agriGO/). The significantly enriched GO terms were defined with corrected *P* < 0.05.

### Statistical analysis

Graphical values represent the mean ± SD. Statistical analyses were conducted using two-tailed Student’s *t*-tests or one-way analysis of variance (ANOVA). Least significant difference (LSD) tests for different treatments were used for multiple comparisons with P < 0.05. The significance level was set at P < 0.05 (*) and *P* < 0.01 (**).

## Results

### The tissue NH_4_^+^ concentration was negatively linked to *Arabidopsis* growth

A panel of *A. thaliana* natural accessions was grown under identical concentrations of NH_4_^+^ and NO_3_^-^. The growth of each ecotype was significantly inhibited by NH_4_^+^ (**Figures 1A, B**). Conversely, nitrogen concentration was significantly higher in plants grown under NH_4_^+^ than under NO_3_^-^ conditions (**Figure 1C**). However, the free NH_4_^+^ concentration in the shoots was significantly higher than that under NO_3_^-^, and its concentration varied widely among ecotypes (**Figure 1D**). The two-segment linear model accurately simulated the relationship between fresh weight and tissue NH_4_^+^ concentration under different nitrogen sources (**Figure 1E**, **Table S1**). The fresh weight sharply decreased with the tissue NH_4_^+^ concentration (<50 μg/g) under NO_3_^-^ conditions, and the pace of decline slowed when the NH_4_^+^ concentration was > 50 g/g under NH_4_^+^ conditions (**Figure 1E**). Our data revealed that the tissue NH_4_^+^ concentration was negatively linked to *Arabidopsis* growth, even under NO_3_^-^ culture conditions.

**Figure 1:**
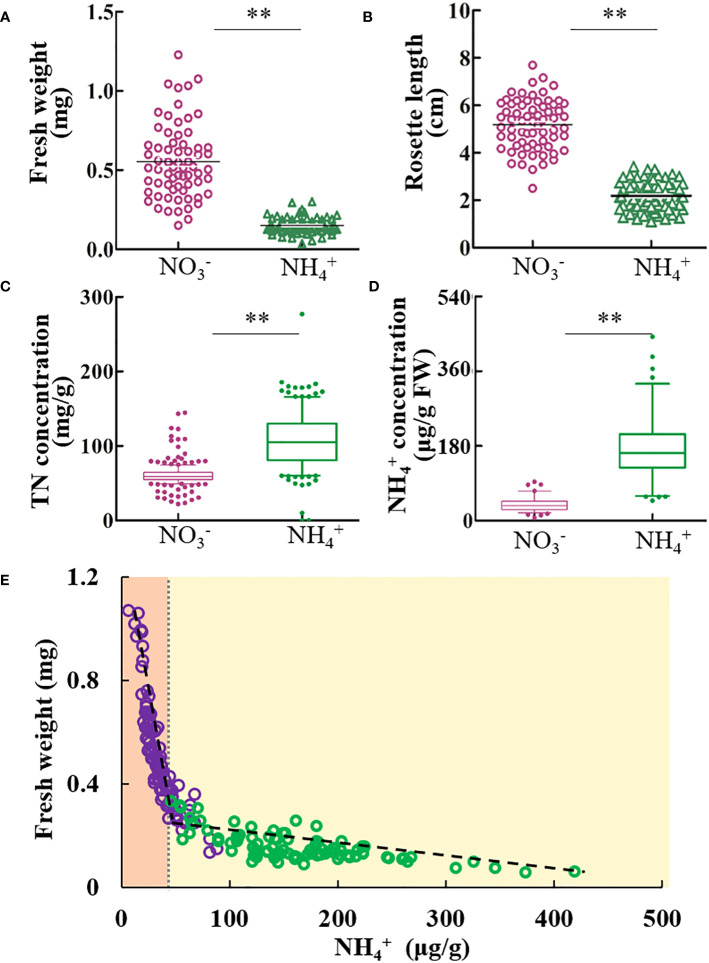
The tissue NH_4_^+^ concentration is negatively linked to the growth of Arabidopsis. After 8 d cultivation with NO_3_^-^ or NH_4_^+^ nutrition, the physiological parameters including the fresh weight, rosette length, nitrogen concentration and free NH_4_^+^ were investigated. **(A)** The fresh weight, and **(B)** rosette length under nitrate or NH_4_^+^ nutrition. **(C)** Total nitrogen concentration, and **(D)** free NH_4_^+^ concentration in the plants. **(E)** The correlation analysis of free NH_4_^+^ with fresh weight. Dashed lines indicated two linear models. Pearson R^2^ values are given when *p* <.05. Student’s t test (**p <.01) was used to analyze statistical significance. For fresh weight and rosette length, results of each ecotype are means of eight biological replicates, and for TN and free NH_4_^+^ concentration, results of each ecotype are means of three biological replicates.

### Sensitivity to NH_4_^+^ between Or-1 and the Rak-2

We comprehensively considered the biomass under ammonium nitrogen and the biomass under normal conditions, and excluded the ecotypes with poor growth under nitrate nitrogen. Additionally, the Or-1 and Rak-2 showed similar growth period. Thus, ecotypes Or-1 and Rak-2 were selected for further investigation. Or-1 grew better under both NO_3_^-^ and NH_4_^+^ nutrition (**Figure 2A**), which was also supported by its biomass (**Figure 2B**). With NO_3_^-^ nutrition, the biomass of Rak-2 was 18.4% smaller than that of Or-1. However, the difference in biomass between the two ecotypes was 53% under NH_4_^+^ nutrition (**Figure 2B**). The free NH_4_^+^ concentration in Rak-2 was significantly higher than that in Or-1 under both nitrate and NH_4_^+^ nutrition conditions (**Figure 2C**). Thus, Or-1 was characterized as an NH_4_^+^-tolerant ecotype with high biomass and low NH_4_^+^ concentration, while Rak-2 was characterized as an NH_4_^+^ -sensitive ecotype.

**Figure 2:**
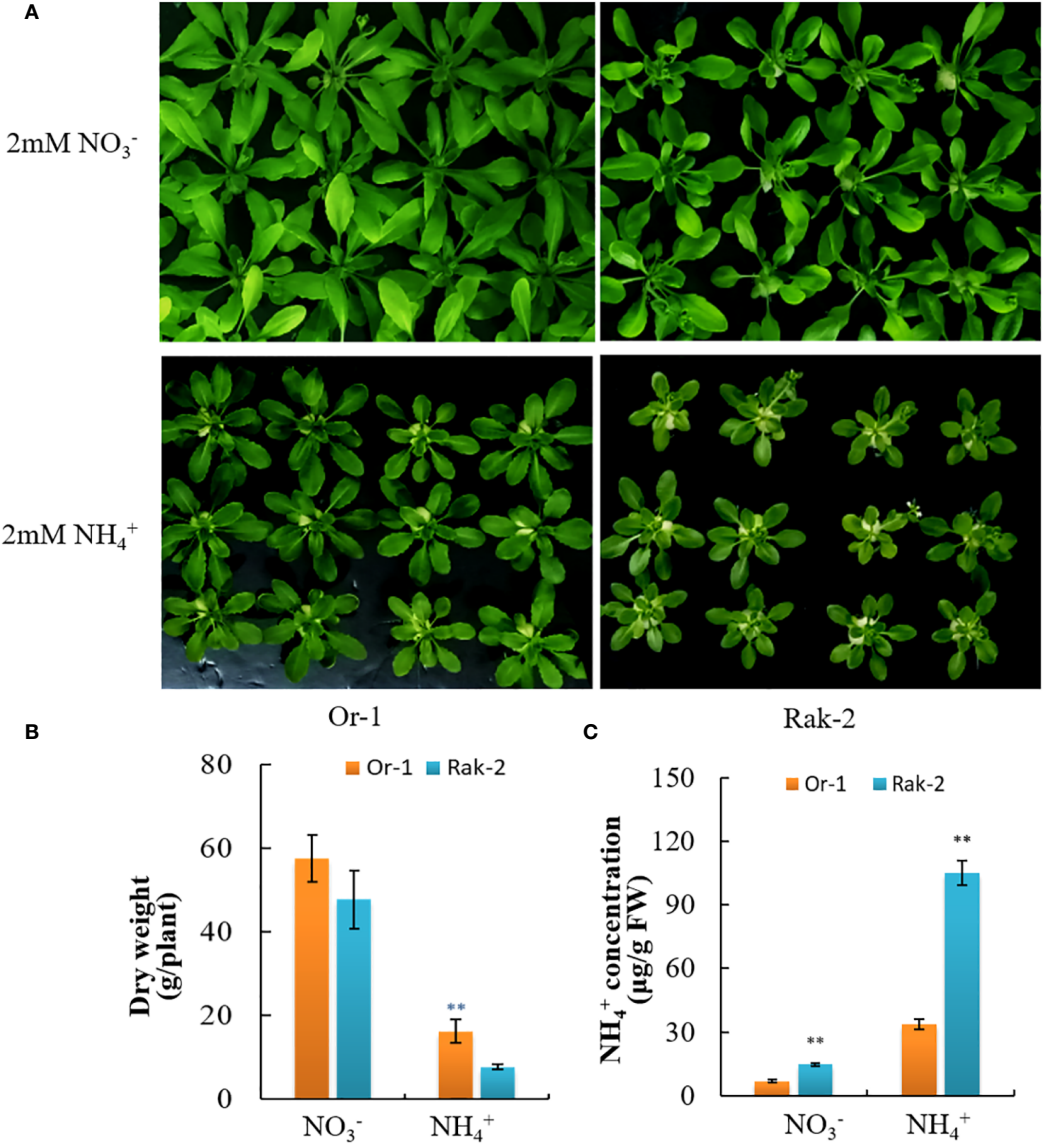
Different sensitivity to NH_4_^+^ nutrition between the Or-1 and the Rak-2. **(A)** Photos of the two ecotypes under NO_3_^-^ or NH_4_^+^ nutrition. **(B)** The dry weight of whole plants, and **(C)** free NH_4_^+^ concentration of the two ecotypes under NO_3_^-^ or NH_4_^+^ nutrition. For dry weight, results of each ecotype are means ± SD of eight biological replicates, and for free NH_4_^+^ concentration, results of each ecotype are means ± SD of three biological replicates. **p < .01.

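RNA from roots of the NH4+-tolerant ecotype Or-1 and the NH4+-sensitive ecotype Rak-2 was sequenced after 1 day on 1 mM (NH4)2SO4 or on 1 mM Ca(NO3)2, with 3 biological replicates per ecotype and nitrogen source and 12 libraries in all. The paper's methods describe 5 days on NO3- and 3 days without nitrogen before the treatment, and the deposited sample descriptions name the 5 days on NO3- alone. The authors deposited the number of reads counted on each gene in each library, without normalization. The counts per library summed to between 16005610 and 22388738, with a median of 19111278.5. The medians by group were 20500711 for Or-1 under NH4+, 18901772 for Or-1 under NO3-, 18969408 for Rak-2 under NH4+ and 17891055 for Rak-2 under NO3-. Counts were scaled with edgeR's TMM method and the 12 libraries were fitted together with one coefficient per group. Filtering by expression kept 19327 of the 26568 listed genes. A gene was called differentially expressed, after the paper's definition, at a false discovery rate (FDR) under 0.05 and an absolute log2 fold change over 1, and the test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, since the paper's text names no test for the counts. Fold changes are given as NH4+ over NO3-, or as Or-1 over Rak-2. Expression levels are TMM-normalized CPM, counts scaled to a common library size, as mean ± SD of 3 libraries, and n = 3 throughout. In simulated libraries with 200 changed genes, the same steps recovered 161 for the NH4+ response of Or-1, with 5 false calls. For the difference between the ecotypes they recovered 139, with 6 false calls. All simulated changes lay well above the fold change threshold and all groups had the same spread, so the recovery of changes near the threshold was not measured.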

The response of the transcriptome to NH_4_^+^ was analyzed to explore the underlying molecular mechanisms. In Or-1, 1016 genes were upregulated and 687 genes were downregulated by NH4+ (**Figure S1A**). 

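In Or-1, 1712 genes passed both thresholds, 1016 of them higher and 696 lower under NH4+ than under NO3-. Without the threshold on the fold change the FDR alone called 3080 genes. Among the 1712 genes, the median absolute log2 fold change was 1.72, and in 1698 of them (99.2%) the 3 NH4+ libraries all lay on one side of the 3 NO3- libraries. Chance gives such a separation for 10% of genes, and 36.5% of all genes tested showed it. The fits that each left out one of the 6 Or-1 libraries called between 1338 genes, without replicate 2 under NH4+, and 1629 genes. Testing each change against the threshold itself with edgeR's glmTreat lowered the count to 594, the farthest of the alternatives below it.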

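In Rak-2, 1177 genes passed the same thresholds for the comparison of NH4+ with NO3-, 519 higher and 658 lower under NH4+. The count rested on single libraries more than in Or-1, with 755 genes when Rak-2 NH4+ replicate 1 was left out and 1742 when Rak-2 NO3- replicate 3 was left out. The 3 Rak-2 NO3- libraries had the widest spread, with a biological coefficient of variation of 0.343, against 0.158 for Rak-2 under NH4+, 0.223 for Or-1 under NH4+ and 0.241 for Or-1 under NO3-. The balance of directions depended on the scaling, since scaling by library size alone gave 687 genes higher and 546 lower.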

In Rak-2 cells, 483 and 637 genes were upregulated and downregulated by NH4+, respectively (**Figure S1B**). NO_3_^–^responsive genes (e.g., *NRT2.1*, *NIA1*, *G6PD3*, *and FNR2*) were activated by NO_3_^-^ in both ecotypes (**Figure S1**). 

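NRT2.1 (AT1G08090) had a log2 fold change of -2.82 (standard error 0.30, adjusted p = 0.000117) in Or-1 and -3.03 (standard error 0.30, adjusted p = 0.000168) in Rak-2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The corresponding changes from the same test were -1.64 and -3.93 for NIA1 (AT1G77760), and -2.43 and -2.65 for FNR2 (AT1G30510), while G6PD3 (AT1G24280) changed by -2.74 in Or-1, each of the 3 genes being called in both ecotypes and with the 3 NH4+ libraries below the 3 NO3- libraries. For NIA1 the fall was larger in Rak-2, a difference of 2.29 (standard error 0.45, adjusted p = 0.0343 from edgeR's quasi-likelihood test) that was called in 6 of the 12 fits that each left out one library. In a list of 20 NO3--responsive genes written before the data were examined, 14 were lower under NH4+ in Or-1 and 16 in Rak-2 (adjusted p = 9.40e-15 and 1.75e-18, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 150 tests of lists). The list holds genes that the paper names from these libraries, so it is not independent of them.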

Based on the fold change and FDR of the differentially expressed genes (DEGs), the genes (*CLE4, PMEI4, FAR3, HHO1*) were strongly activated by NO_3_^-^, and the genes (*ALMT1, CCX1, ALD1, PBS3, DUR3*) were strongly activated by NH_4_^+^ (**Figure S1**).

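CLE4 (AT2G31081) fell from 14.8 ± 2.13 to 0.149 ± 0.146 normalized CPM (SD, n = 3) in Or-1, a log2 fold change of -6.58, and by 5.04 on the log2 scale in Rak-2. FAR3 (AT4G33790) was at or under 3 counts in every Or-1 NH4+ library and thus at least 43.0-fold lower than under NO3-, and in Rak-2 it fell by 2.60 on the log2 scale (adjusted p = 0.0278 from edgeR's quasi-likelihood test), a call that 4 of the 6 fits with one library left out lost. Among the genes that rose, ALMT1 (AT1G08430) had log2 fold changes of 5.09 in Or-1 and 5.08 in Rak-2, PBS3 (AT5G13320) of 4.93 and 5.25, and DUR3 (AT5G45380) of 1.98 and 3.61. CCX1 (AT5G17860) was at or under 3 counts in all NO3- libraries of both ecotypes and was at least 94.8-fold higher under NH4+ in Or-1 and at least 29.7-fold higher in Rak-2. ALD1 (AT2G13810) rose from 4.36 ± 1.90 to 102 ± 37.1 normalized CPM in Or-1 and from 0.883 ± 0.599 to 504 ± 114 in Rak-2, and its response differed between the ecotypes by -4.57 on the log2 scale (standard error 0.61, adjusted p = 0.00804 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the rule for named genes, which was set before the data were examined, ALD1 ranked first by fitted rise in Rak-2, followed by UMAMIT19 (AT1G21890) and scpl22 (AT2G24000), which were at or under 3 counts in all Rak-2 NO3- libraries and at least 6.75-fold higher under NH4+ for scpl22. In Or-1 the 3 genes with the largest fitted rise were CCX1, AT2G01379, which was at least 14.6-fold higher, and AT2G41380, with a log2 fold change of 7.55.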

### Core biological processes and pathways involved in the responses to NH_4_^+^

The DEGs in the two ecotypes were used to analyze the core biological processes and pathways in response to NH_4_^+^. The Gene Ontology (GO) enrichment analysis indicated that genes involved in hydrogen peroxide transport, camalexin biosynthesis, trehalose biosynthesis, and glutamate dehydrogenase activity were the most enriched terms regulated by NH_4_^+^ (**Figure 3A**). 

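The aquaporin gene PIP2;1 (AT3G53420) had a log2 fold change under NH4+ of -1.66 (standard error 0.16, adjusted p = 7.57e-05) in Or-1 and -1.33 (standard error 0.16, adjusted p = 0.000597) in Rak-2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PIP2;4 (AT5G60660), TIP1;1 (AT2G36830) and TIP1;2 (AT3G26520) passed the thresholds in Or-1 alone, where they changed by -2.15, -1.70 and -1.74 on the log2 scale. In Rak-2 they changed by -0.59, -0.51 and -0.57 (adjusted p = 0.314, 0.0908 and 0.126 from edgeR's quasi-likelihood test). The difference between the ecotypes was called for TIP1;1, at -1.19 (adjusted p = 0.0481 from edgeR's quasi-likelihood test, in 4 of the 12 fits that each left out one library), and not for PIP2;4 or TIP1;2, at -1.56 and -1.17 (adjusted p = 0.153 and 0.0976 from edgeR's quasi-likelihood test), which DESeq2's Wald test did call. Of the 16 plasma membrane and tonoplast aquaporin genes tested, 10 were lower under NH4+ in Or-1 (adjusted p = 4.86e-10, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and 3 had a called difference of response, all of them with the stronger fall in Or-1 (adjusted p = 1.80e-05). In Rak-2, 2 of the 16 were lower (adjusted p = 0.307 from Fisher's exact test) and 13 had a negative change, with a median of -0.50, and camera and fry called the list there (adjusted p = 0.000848 and 0.00617). Adjusted over the list alone, 7 had a called difference. Reads of aquaporins with near-identical sequences could have been divided between genes by the authors' counting.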

The genes (*PIP2.1, PIP2.4, TIP1.1, TIP1.2*), annotated to transport H_2_O and H_2_O_2_, respectively, were repressed by NH_4_^+^ (**Figure 3B**). However, the genes (NAC042, *CYP71B15, AtCYP71B2, MPK9, WRKY33, PAD4)* that participate in camalexin biosynthesis, were activated by NH_4_^+^ (**Figure 3B**). 

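NAC042 (AT2G43000) rose from 7.39 ± 3.41 to 120.1 ± 17.2 normalized CPM (SD, n = 3) in Or-1, a log2 fold change of 4.03 (standard error 0.38, adjusted p = 5.35e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In Rak-2 it was at 18.4 ± 7.44 under NO3- and 26.5 ± 2.21 under NH4+, a change of 0.53 that was not called. CYP71B15 (AT3G26830) changed by 1.82 on the log2 scale in Or-1 and by -0.45 in Rak-2. The difference of response was called for NAC042, at 3.50, and for CYP71B15, at 2.27 (adjusted p = 0.00941 and 0.00986 from edgeR's quasi-likelihood test). WRKY33 (AT2G38470) changed by 1.41 in Or-1 and -0.42 in Rak-2, a difference of 1.83 (adjusted p = 0.133 from edgeR's quasi-likelihood test) that DESeq2's Wald test called. The WRKY33 call in Or-1 (adjusted p = 0.0375 from edgeR's quasi-likelihood test) held in 1 of the 6 fits that each left out one Or-1 library. CYP71B2 (AT1G13080) fell in both ecotypes, by 3.14 on the log2 scale in Or-1 and by 2.79 in Rak-2. The changes of MPK9 (AT3G18040) and PAD4 (AT3G52430) stayed under the fold change threshold in both ecotypes, at 0.51 and 0.80 in Or-1. CYP79B2 (AT4G39950), which is shown among the camalexin genes in Figure 3B, had log2 fold changes of 2.54 in Or-1 and -0.72 in Rak-2. Of 10 camalexin genes listed before the data were examined, 6 were higher under NH4+ in Or-1 (adjusted p = 3.21e-05, one-sided Fisher's exact test with Benjamini-Hochberg adjustment) while in Rak-2 4 of the 10 had a positive log2 fold change and 0 were called higher or had a rise at an unadjusted p under 0.05. The difference of the NH4+ response between the ecotypes was called for 6 of the 10 (adjusted p = 4.88e-09, Fisher's exact test) and for 7 adjusted over the list alone. The paper names 6 of the 10 from these libraries. Under NO3-, 5 of the 10 were lower in Or-1 than in Rak-2, and the list was not called there when only the 6 libraries compared were fitted (adjusted p = 0.140 from Fisher's exact test). CYP71A12 and CYP71A13, which belong to the list, are near-identical and their reads could have been divided between them.

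**Figure D1:**
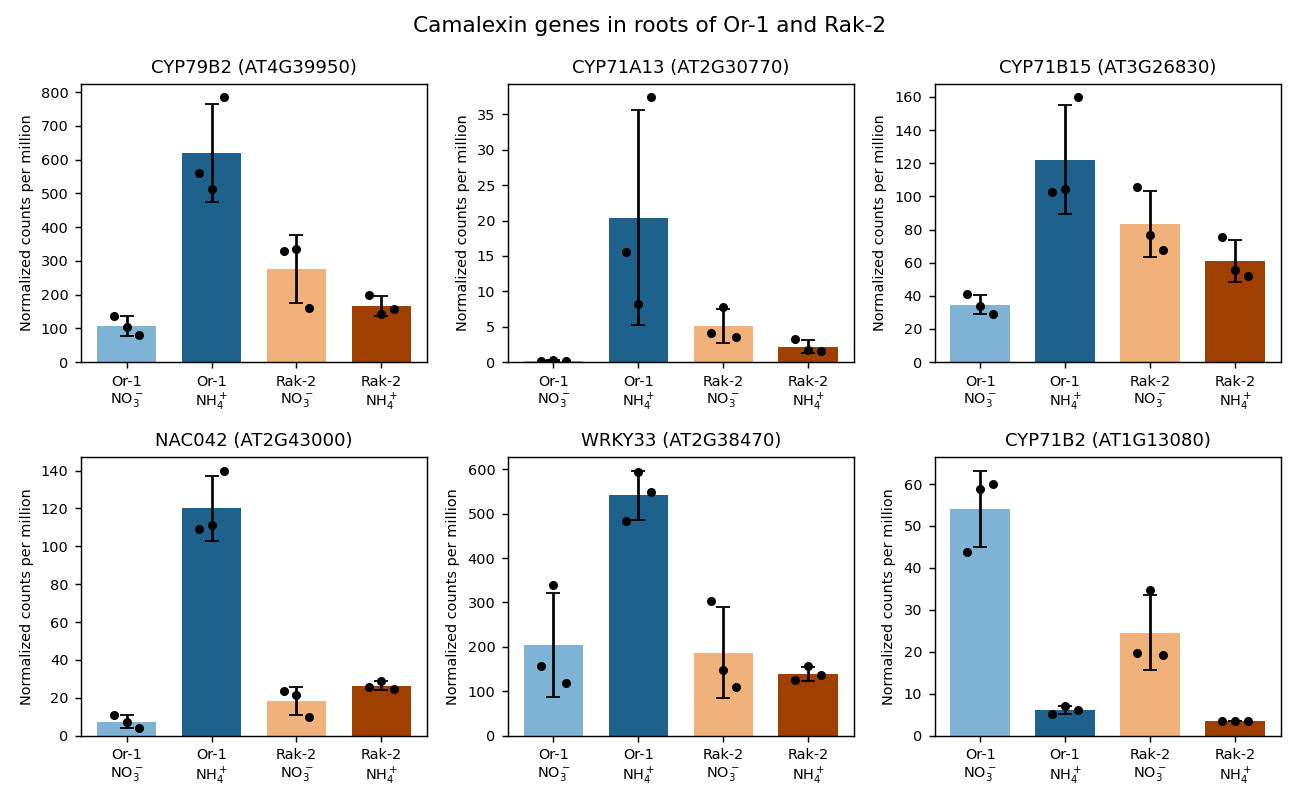
Normalized CPM of 6 genes (vertical axes, linear) in roots of Or-1 and Rak-2 under NO3- and NH4+. Points are the 3 libraries of each group from replicate 1 at the left to replicate 3 at the right, bars the mean and whiskers the SD. CYP79B2 was at 619 ± 145 in Or-1 under NH4+ and 167 ± 29.1 in Rak-2 under NH4+, while CYP71B2 was lower under NH4+ in both ecotypes.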

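The trehalose-6-phosphate synthase gene TPS8 (AT1G70290) changed under NH4+ by -1.23 on the log2 scale in Or-1 and -2.07 in Rak-2 (adjusted p = 0.00214 and 0.000212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and TPS10 (AT1G60140) by -1.88 and -2.12 (adjusted p = 0.000149 and 0.000159). The phosphatase gene TPPD (AT1G35910) rose by 2.32 in Or-1 and 1.09 in Rak-2. TPPG (AT4G22590) rose by 1.07 in Or-1 (adjusted p = 0.0164 from edgeR's quasi-likelihood test), a call that 3 of the 6 fits with one Or-1 library left out lost, and by 0.47 in Rak-2, where it was not called. The difference of response was 1.23 for TPPD (adjusted p = 0.0438 from edgeR's quasi-likelihood test), called in 1 of the 12 fits that each left out one library and not with upper-quartile scaling, and 0.59 for TPPG (adjusted p = 0.426). Over the gene families, 3 of the 7 synthase genes tested were lower under NH4+ in Rak-2 (adjusted p = 0.00665, one-sided Fisher's exact test with Benjamini-Hochberg adjustment) and 2 in Or-1 (adjusted p = 0.103 from Fisher's exact test), where camera and fry also called the list (adjusted p = 0.0288 and 0.000581). Of the 9 phosphatase genes, 4 were lower under NH4+ in Rak-2 (adjusted p = 0.000915 from Fisher's exact test), which neither camera nor fry called.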

The trehalose-6-phosphate synthesis genes (*TPS8, TPS 10*) were repressed by NH_4_^+^, while the trehalose-6-phosphate phosphatase genes (*TPPD, TPPG*) were activated (**Figure 3B**). The results suggest that NH_4_^+^ represses the process of water transport and trehalose-6-phosphate synthesis but induces camalexin synthesis.

**Figure 3:**
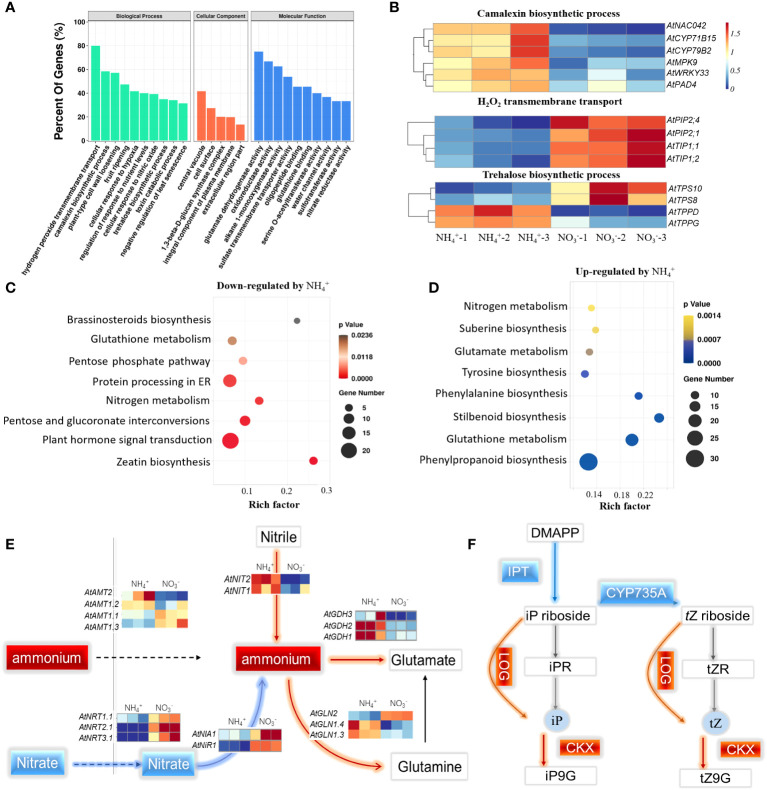
Overview of the transcriptome and the DEGs that were highly enriched in the core biological process and pathways in response to NH_4_^+^. **(A)** Gene ontology (GO) enrichment analysis of the DEGs under NH_4_^+^ stress. **(B)** The expression profiling of the genes involving in camalexin biosynthesis, H_2_O_2_ transmembrane transport and trehalose biosynthesis. **(C)** The enrichment pathways of the down-regulated genes by NH_4_^+^. **(D)** The enrichment pathways of the up-regulated genes by NH_4_^+^. **(E)** The effects of NH_4_^+^ nutrition on the pathway of nitrogen assimilation. **(F)** The effects of NH_4_^+^ nutrition on the pathway of zeatin biosynthesis. The red lines indicated the process was facilitated and the blue lines indicated the process was inhibited by NH_4_^+^.

By analyzing the up- or downregulated gene sets, the KEGG results showed that the most enriched pathways were activated or repressed by NH_4_^+^. The zeatin biosynthesis pathway was the most enriched process and was repressed by NH_4_^+^ (**Figure 3C**). 

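Of 8 genes of cytokinin synthesis tested (IPT and CYP735A families), 5 were lower under NH4+ in Or-1 and 4 in Rak-2 (adjusted p = 2.89e-05 and 0.000570, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The paper names 5 of the 8 from these libraries and no other gene of the list was called in Or-1, so the list is not independent of them. All 8 had a negative log2 fold change in Or-1, with a median of -1.74, and 5 of the 8 in Rak-2. The difference of response between the ecotypes was called for 0 of these 8 genes and had an unadjusted p under 0.05 for 3. All 8 differences were negative, with a median of -0.90, and as a list they were called by camera and by fry (adjusted p = 0.00439 and 0.0195). Of 13 cytokinin oxidase and LOG genes, 3 were higher under NH4+ in Or-1 and 3 in Rak-2 (adjusted p = 0.114 and 0.0225 from Fisher's exact test), and camera and fry called this list in Or-1 too (adjusted p = 0.0418 and 0.0414). Of these 13 genes, 6 are named by the paper.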

The isopentenyl-transferase gene (IPT) and the cytochrome P450 monooxygenase CYP735A encodes the rate-limiting enzyme in CK synthesis. Surprisingly, the transcript levels of *IPT3, 5, 7* with NH_4_^+^ nutrients were 6%, 39%, and 22%, respectively, of those under NO_3_^-^ nutrients, and the transcript levels of *CYP735A1, 2* under NH_4_^+^ nutrients were only 10% and 15%, respectively, of those under NO_3_^-^ nutrient conditions (**Figure 3E**; **Figure S2**). However, the CK oxidase genes (*CKX1, 5, 6*) under NH_4_^+^ nutrient were 1.6 and 3.1 times higher than that under nitrate nutrient. These results support the conclusion that NH_4_^+^ represses CK synthesis but reduced the level of active CK.

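The level of each gene under NH4+ was taken as a percentage of its level under NO3- from the mean normalized counts of 3 libraries per group, with an SD carried over from both groups. In Or-1, IPT3 (AT3G63110) was at 6.81% ± 2.13 of its NO3- level, IPT5 (AT5G19040) at 22.6% ± 5.09 and IPT7 (AT3G23630) at 39.3% ± 17.0. CYP735A1 (AT5G38450) was at 15.4% ± 3.12 and CYP735A2 (AT1G67110) at 10.5% ± 6.11. In Rak-2 the levels were 18.2% ± 8.86 for IPT3, 40.2% ± 15.4 for IPT5, 83.4% ± 39.0 for IPT7, 30.2% ± 9.57 for CYP735A1 and 15.7% ± 6.86 for CYP735A2. The fall was called for all 5 genes in Or-1, the weakest being IPT7 with a log2 fold change of -1.35 (standard error 0.37, adjusted p = 0.0295) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was called in 2 of the 6 fits that each left out one Or-1 library. In Rak-2 it was called for 4 of the 5, since IPT7 changed by -0.26 (adjusted p = 0.683 from edgeR's quasi-likelihood test).

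**Figure D2:**
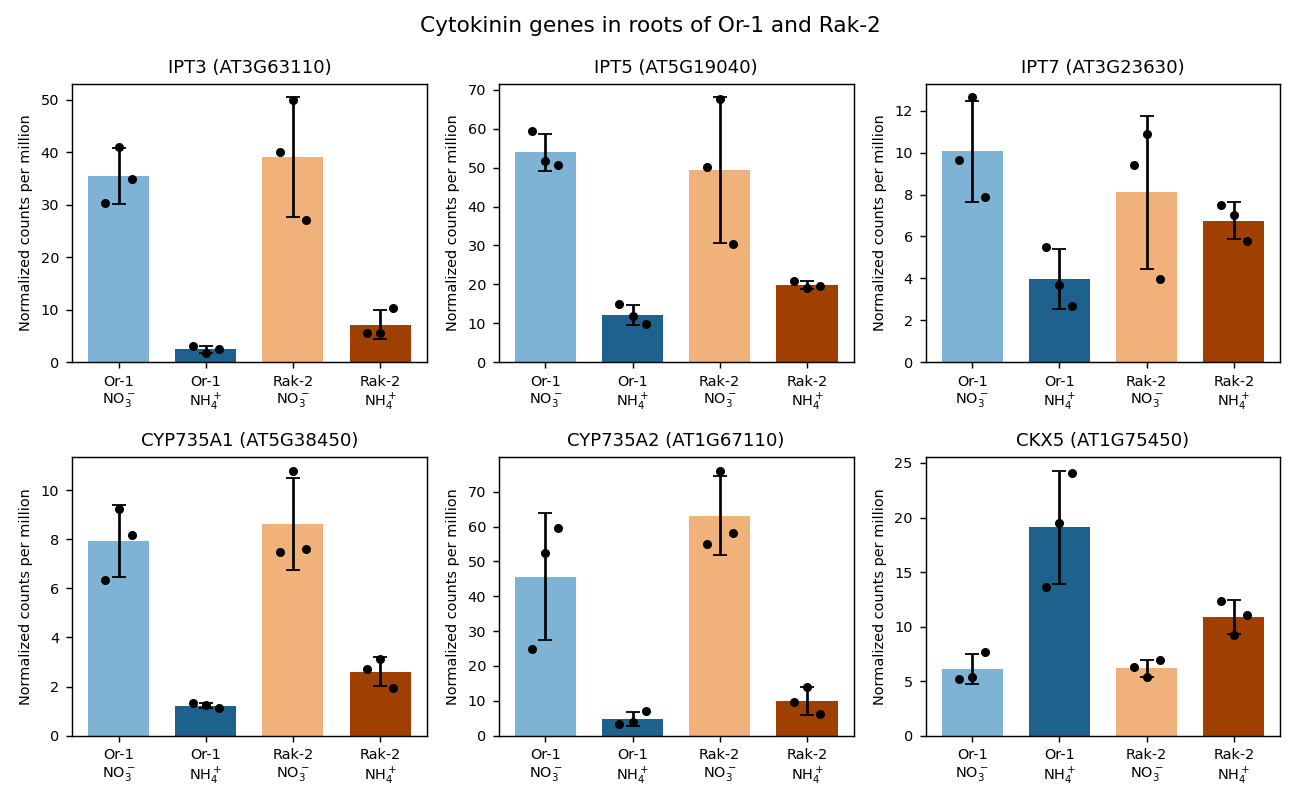
Normalized CPM of 6 cytokinin genes (vertical axes, linear) in roots of Or-1 and Rak-2 under NO3- and NH4+. Points are the 3 libraries of each group in the order of their replicate numbers, bars the mean and whiskers the SD. IPT3 in Or-1 went from 35.4 ± 5.37 under NO3- to 2.41 ± 0.660 under NH4+.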

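CKX5 (AT1G75450) was at 312% ± 110.0 of its NO3- level in Or-1, a log2 fold change of 1.64 (standard error 0.23, adjusted p = 0.000788) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and at 176% ± 33.5 in Rak-2, where its log2 fold change of 0.82 stayed under the threshold. The difference of 0.82 between the ecotypes was not called (adjusted p = 0.221 from edgeR's quasi-likelihood test). CKX1 (AT2G41510) was at 157% ± 72.1 in Or-1 and 145% ± 78.1 in Rak-2, and CKX6 (AT3G63440) at 153% ± 76.8 and 168% ± 203. Neither CKX1 nor CKX6 was called in either ecotype (adjusted p = 0.260 and 0.591 in Or-1 from edgeR's quasi-likelihood test), and the increase was within the spread between replicates. Without Rak-2 NO3- replicate 3, both were called in Rak-2 and CKX6 was at 459.7% of its NO3- level there. Among the LOG genes, which encode enzymes that activate cytokinins, LOG7 (AT5G06300) was at 442% ± 34.8 of its NO3- level in Or-1 and 372% ± 138 in Rak-2, and LOG5 (AT4G35190) had log2 fold changes of 4.49 and 3.57. The size of the LOG5 rise depended on single libraries. With one left out, LOG5 was at 1493% to 2973% of its NO3- level in Or-1 and at 917% to 2636% in Rak-2.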

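Among 21 phenylpropanoid enzyme genes tested, 10 were higher under NH4+ in Or-1 (adjusted p = 4.37e-07, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), with a median log2 fold change of 1.04 and a positive change in 17 of the 21. In Rak-2, 1 of the 21 was higher (adjusted p = 0.895 from Fisher's exact test), with a median of 0.22 and a positive change in 14. Of 42 glutathione S-transferase genes, 17 were higher under NH4+ in Or-1 and 7 in Rak-2 (adjusted p = 2.87e-10 and 0.000753 from Fisher's exact test), and 31 and 32 of the 42 had a positive change. Adjusted over the list alone, 10 glutathione S-transferase genes were called in Rak-2 in either direction, against 8 when adjusted over all genes. Where copies of these genes are near-identical, their reads could have been divided between copies. Of 10 genes of ammonium assimilation, 4 were higher under NH4+ in Or-1 and 2 in Rak-2 (adjusted p = 0.00665 and 0.114 from Fisher's exact test), and camera and fry called the list in Rak-2 too (adjusted p = 0.0488 and 0.0133). The paper names 7 of these 10 from the same libraries, and none of the other 3 was called in Or-1, where ASN1 (AT3G47340) had a log2 fold change of 2.27.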

The most enriched pathway activated by NH_4_^+^ was stilbenoid biosynthesis, followed by phenylalanine biosynthesis, glutathione metabolism, phenylpropanoid biosynthesis, and glutamate metabolism (**Figure 3D**). Nitrogen metabolism was simultaneously enriched in the upregulated and downregulated pathways, as the nitrate transporters (*NRT1.1, NRT2.1, NRT3.1*) and reduction genes (*NIA1, NiR1*) were strongly repressed by NH_4_^+^, and NH_4_^+^ assimilation genes (*GLN1.4, GLN1.3, GDH3, GDH2, GDH1*) were highly activated by NH_4_^+^ (**Figure 3E**).

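NRT3.1 (AT5G50200) changed under NH4+ by -2.40 on the log2 scale in Or-1 and -2.49 in Rak-2, and NiR1 (AT2G15620) by -2.88 and -3.52, all called. NRT1.1 (AT1G12110) changed by -0.79 (standard error 0.31, adjusted p = 0.118) in Or-1, where it was not called, and by -1.16 (standard error 0.32, adjusted p = 0.0373) in Rak-2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the call held in 1 of the 6 fits that each left out one Rak-2 library. The difference of 0.36 between these responses was not called. GLN1;4 (AT5G16570) rose by 1.72 in Or-1 and 2.21 in Rak-2 and GDH3 (AT3G03910) by 3.14 and 3.66. GLN1;3 (AT3G17820) rose by 0.65 and 0.95, under the fold change threshold in both ecotypes. For GLN1;3 in Rak-2, upper-quartile scaling and scaling by library size alone put the change over the threshold. The nitrate reductase gene NIA2 (AT1G37130) changed by 0.30 in Or-1 (adjusted p = 0.669 from edgeR's quasi-likelihood test) and by -2.64 in Rak-2 (adjusted p = 0.00269), and the difference was called in 4 of the 12 fits that each left out one library.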

### Stilbenoid, phenylpropanoid, and sucrose metabolism enriched in the tolerant ecotype were up-regulated by NH_4_^+^

To explore the molecular mechanism of NH_4_^+^ sensitivity in Or-1 and Rak-2, we compared the transcriptomes of the NH_4_^+^-sensitive ecotype Rak-2 and the NH_4_^+^-tolerant ecotype Or-1, under NH_4_^+^ nutrient conditions. Overall, there were 2460 DEGs between the two ecotypes (**Figure 4A**; **Figure S3**). Among them, the expression of 1291 genes were higher in the NH_4_^+^-tolerant ecotype Or-1, which was more than the number of genes with higher expression in the NH_4_^+^-sensitive ecotype Rak-2 (**Figure 4A**). 

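Between the ecotypes under NH4+, 2359 genes were called, 1266 higher and 1093 lower in Or-1 than in Rak-2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the 6 NH4+ libraries within the fit of all 12. The 3 libraries of one ecotype lay entirely on one side of the other 3 for 99.3% of the called genes and for 48.8% of all genes tested, where chance gives 10%. The larger number of genes higher in Or-1 depended on the scaling, since upper-quartile scaling gave 1131 higher and 1242 lower and scaling by library size alone gave 1128 and 1203. With one of the 6 libraries left out, between 1846 and 2254 genes were called. Under NO3-, 1670 genes were called between the ecotypes, 841 higher and 829 lower in Or-1. Of the 2359 genes called under NH4+, 1144 (48.5%) were also called in the same direction under NO3- and 31 in the opposite direction. For 199 of the 2359 (8.44%), every library of one ecotype held at most 3 counts and every library of the other at least 10, under both nitrogen sources. The authors' own deposited table of this comparison, made from another annotation, lists 2575 genes, which is the authors' count. Of these, 1800 were also tested here, 1755 (97.5%) with the same direction and 1252 (69.6%) called.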

The functions of these DEGs were predicted using GO enrichment analysis. 

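The camalexin genes were higher in Or-1 than in Rak-2 under NH4+ for 6 of the 10 listed genes (adjusted p = 0.000109, one-sided Fisher's exact test with Benjamini-Hochberg adjustment) and lower in Or-1 under NO3- for 5 of the 10 (adjusted p = 0.000226, and from 0.000201 to 0.140 over the alternatives, the highest with only the 6 libraries compared in the fit). CYP79B2 was 1.89 higher on the log2 scale under NH4+ (adjusted p = 0.00115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and differed by -1.36 under NO3-. The nitrilase gene NIT2 (AT3G44300) differed by 2.33 under NH4+ and by 1.31 under NO3-, and it rose under NH4+ by 2.61 in Or-1 and 1.58 in Rak-2. NIT1 (AT3G44310), a paralog, was lower in Or-1 under NH4+, by -1.17 on the log2 scale (adjusted p = 0.0243 from edgeR's quasi-likelihood test), a call that was lost in each of the 6 fits that left out one library. For TIP1;1 the difference between the ecotypes under NH4+ was -1.35, against -0.16 under NO3-.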

Some enriched GO terms between the two genotypes overlapped with those that responded to NH_4_^+^, such as camalexin biosynthesis, water channel activity, and nitrilase activity (**Figure 4B**; **Figure 3A**).

**Figure 4:**
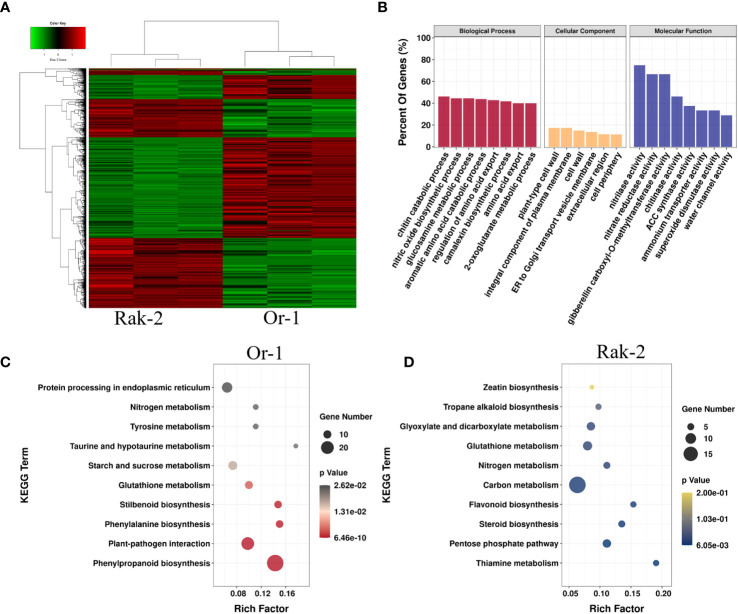
Transcriptional characterization of the DEGs between the NH_4_^+^-tolerant ecotype and the NH_4_^+^-sensitive ecotype. **(A)** The expression profiling of DGEs between the NH_4_^+^-tolerant ecotype and the NH_4_^+^-sensitive ecotype. **(B)** GO enrichment analysis of the DGEs. **(C)** The enrichment pathways of the DGEs with higher expression in the NH_4_^+^-tolerant ecotype Or-1. **(D)** The enrichment pathways of the DGEs with higher expression in the NH_4_^+^-sensitive ecotype Rak-2. The circle size indicates the number of DEGs, and the rich factor indicates the degree of enrichment of the KEGG pathways.

By analyzing the higher expression genes in the Rak-2 compared with the Or-1, The most enriched pathways were found to be thiamine metabolism, pentose phosphate pathway (**Figure 4D**). Analysis of genes with higher expression in Or-1 than in Rak-2 under NH_4_^+^-rich conditions. 

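Among the genes higher in Or-1 than in Rak-2 under NH4+ were 10 of the 42 glutathione S-transferase genes tested (adjusted p = 0.00173, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), while 3 were lower and the median log2 difference of the 42 was 0.02, which was -0.06 with upper-quartile scaling and with library size alone. Neither camera nor fry called this list. The call by Fisher's exact test held in 11 of the 12 fits that each left out one library. Without Rak-2 NH4+ replicate 3 its adjusted p was 0.321. Under NO3-, 12 of the 42 were lower in Or-1 (adjusted p = 1.51e-06 from Fisher's exact test). The difference of the NH4+ response between the ecotypes was called for 7 of them, with the larger rise in Or-1 (adjusted p = 3.42e-06 from Fisher's exact test), and for 12 adjusted over the list alone in either direction. Of the 21 phenylpropanoid enzyme genes, 4 were higher in Or-1 under NH4+ (adjusted p = 0.168 from Fisher's exact test), with 16 of the 21 positive, and both camera and fry called the list (adjusted p = 0.0353 and 0.00667). Of the same 21 genes, 3 had a called difference of response with the larger rise in Or-1 (adjusted p = 0.00733 from Fisher's exact test).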

The most enriched pathways included stilbenoid, phenylpropanoid, glutathione, and sucrose metabolism (**Figure 4C**). Importantly, these pathways enriched in the Or-1 were up-regulated by NH_4_^+^ (**Figure S4**).

### The NH_4_^+^-tolerant ecotype Or-1 exhibits a more intensive response to NH_4_^+^ by activating defense processes and pathways

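Over the 3 comparisons (the NH4+ response in Or-1, the NH4+ response in Rak-2, and Or-1 against Rak-2 under NH4+), 157 genes were called in all 3. Of the 148 genes in the paper's Table S2, 108 were among these 157, and all 148 changed in the same direction in Or-1 as in the table once the table's log2 ratios, which are NO3- over NH4+, were turned round. The comparisons share libraries, so some overlap arises without any difference of response. In 20 simulated sets of libraries in which both ecotypes responded alike and the differences between ecotypes were kept, between 157 and 195 genes were called in all 3 comparisons. Each gene was simulated independently, so shifts shared by many genes of a library were not covered. These sets had more calls in Rak-2 than the data, 1603 to 1745 against 1177, and fewer between the ecotypes, 1826 to 1933 against 2359. Simulated libraries with no change between any groups gave 0 genes called in all 3 comparisons. With one library left out, the number ranged from 88, without Rak-2 NH4+ replicate 1, to 204, without Rak-2 NO3- replicate 3.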

As shown in the VENN diagram, 148 DEGs between the two ecotypes were simultaneously responsive to NH_4_^+^ (**Figure 5A**). In addition, 391 DEGs between the two ecotypes specifically responded to NH_4_^+^ in the tolerant ecotype Or-1 (**Figure 5A**). Similarly, 194 DEGs between the two ecotypes specifically responded to NH_4_^+^ in the sensitive ecotype Rak-2 (**Figure 5A**). 

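Here 368 genes were called in the NH4+ response of Or-1 and between the ecotypes and not in the response of Rak-2. In the simulated libraries with equal response, between 87 and 118 genes fell in this part of the diagram. For 110 of the 368, the difference of the NH4+ response between the ecotypes was itself called by edgeR's quasi-likelihood test. Without Or-1 NH4+ replicate 2 the number fell to 237.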

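Another 183 genes were called in the NH4+ response of Rak-2 and between the ecotypes and not in the response of Or-1, against 97 to 134 in the simulated libraries with equal response. The difference of response was called for 24 of the 183. This part of the diagram varied most with the libraries, from 69 genes without Rak-2 NH4+ replicate 1 to 358 without Rak-2 NO3- replicate 3, and DESeq2's Wald test gave 279.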

The core 148 genes were classified into upregulated and downregulated genes following NH_4_^+^ treatment (**Figures 5B, C**; **Table S2**). Among the core 148 genes, a higher proportion of genes were upregulated by NH_4_^+^, especially Or-1 (**Figure 5C**). 

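Of the 157 genes called in all 3 comparisons, 71 rose and 77 fell in both ecotypes, and 9 rose in Or-1 and fell in Rak-2. In Or-1 80 of the 157 thus rose under NH4+, and in Rak-2 71. Under NH4+, 89 of the 157 were higher in Or-1 than in Rak-2, among them 46 of the 71 that rose in both. The log2 fold change was larger in size in Or-1 for 98 of the 157, and the difference of response was called for 22.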

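CYP86A4 (AT1G01600) rose under NH4+ by 1.70 (standard error 0.26, adjusted p = 0.00120) on the log2 scale in Or-1 and 1.64 (standard error 0.27, adjusted p = 0.00316) in Rak-2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was higher in Or-1 by 1.02 under NH4+, a call that fell under the fold change threshold with upper-quartile scaling, with library size alone and with a replicate block. CYP71B22 (AT3G26200) rose by 2.01 in Or-1 and fell by 2.12 in Rak-2, with a difference of response of 4.13 (standard error 0.67, adjusted p = 0.0159 from edgeR's quasi-likelihood test). Its fall in Rak-2 was called in 2 of the 6 fits that each left out one Rak-2 library, and its rise in Or-1 in 5 of 6. CYP706A2 (AT4G22710) rose by 1.66 in Or-1 and changed by -1.06 in Rak-2 (adjusted p = 0.0535 from edgeR's quasi-likelihood test), a difference of 2.71 that was called in 9 of the 12 fits that each left out one library, and under NH4+ it was higher in Or-1 by 2.27. CYP709B3 (AT4G27710) fell under NH4+ by 1.91 in Or-1 and by 1.06 in Rak-2, and was lower in Or-1 than in Rak-2 under NH4+, at 2.43 ± 0.169 against 9.16 ± 0.553 normalized CPM (SD, n = 3). The fall in Rak-2 lay at the threshold and was lost in 4 of the 6 fits with one library left out.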

The *cytochrome P450* genes *CYP86A4, CYP71B22, CYP706A2*, and *CYP709B3* were strongly induced by NH_4_^+^ and showed higher Or-1 expression (**Figure 5C**). The transcription factors *WRKY55, WRKY41, bZIP8*, and *ZAT8* were more strongly induced in the NH_4_^+^-tolerant ecotype Or-1 than that in the NH_4_^+^-sensitive ecotype Rak-2 (**Figure 5C**).

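WRKY55 (AT2G40740) rose by 4.36 on the log2 scale in Or-1 and 1.47 in Rak-2, and the difference of 2.89 (standard error 0.48) was called (adjusted p = 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WRKY41 (AT4G11070) rose by 2.62 and 2.74, bZIP8 (AT1G68880) by 1.56 and 1.63, and ZAT8 (AT3G46080) by 3.45 and 1.92. For these 3 genes the difference of response was -0.12, -0.07 and 1.53 and was not called (adjusted p = 0.949, 0.963 and 0.194 from edgeR's quasi-likelihood test). All 4 were higher in Or-1 than in Rak-2 under NH4+, by 2.73, 2.64, 1.33 and 2.19, and WRKY41 and bZIP8 also under NO3-, by 2.76 and 1.40. The bZIP8 call under NH4+ was lost in 2 of the 6 fits that each left out one library.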

**Figure 5:**
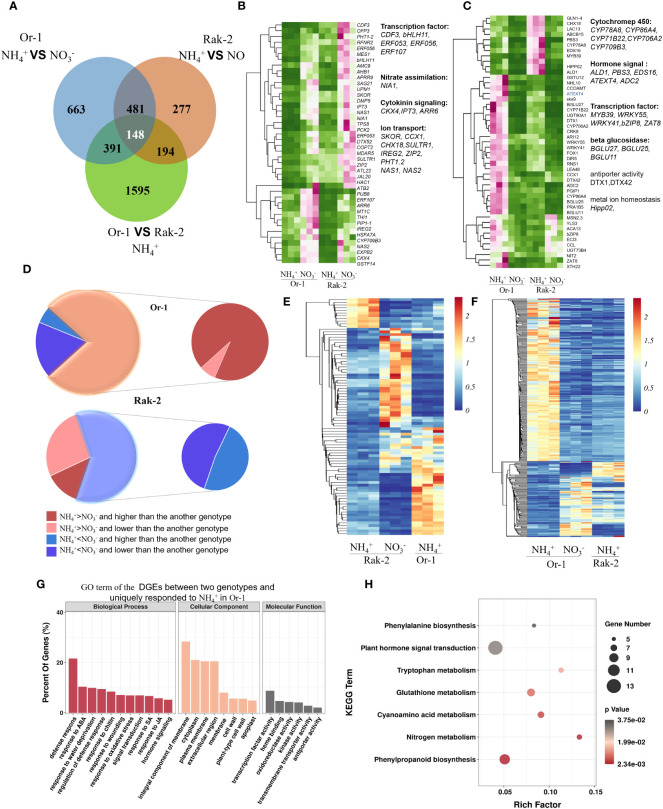
Analysis of the common and specific NH_4_^+^-responsive genes between the two ecotypes. **(A)** The VENN diagram of the DEGs. **(B)** The commonly down-regulated DEGs between the two ecotypes. **(C)** The commonly down-regulated DEGs between the two ecotypes. **(D)** The DEGs between the two ecotypes specifically responded to NH_4_^+^ only in one ecotype. **(E)** The expression profiling of the DEGs specifically responded to NH_4_^+^ in the sensitive ecotype Rak-2. **(F)** The expression profiling of the DEGs specifically responded to NH_4_^+^ in the tolerant ecotype Or-1. **(G)** GO enrichment analysis of the DGEs specifically responded to NH_4_^+^ in the tolerant ecotype Or-1. **(H)** The enrichment pathways of the DGEs specifically responded to NH_4_^+^ in the tolerant ecotype Or-1.

Surprisingly, 194 DEGs between the two ecotypes that specifically responded to NH_4_^+^ in Rak-2 were mostly downregulated by NH_4_^+^ (**Figures 5D, E**; **Table S2**). Conversely, 391 DEGs between the two ecotypes specifically responded to NH_4_^+^ in Or-1 plants (**Figures 5D, F**; **Table S2**). These genes were mostly upregulated by NH_4_^+^ and showed higher expression levels in Or-1 cells (**Figures 5D, F**). These results suggest that a large number of genes were uniquely upregulated in the NH_4_^+^- tolerant ecotype Or-1. 

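Of the 183 genes called in Rak-2 and between the ecotypes alone, 121 fell and 62 rose under NH4+ in Rak-2. Of the 121 that fell, 103 were higher in Or-1 than in Rak-2 under NH4+, and of the 62 that rose, 55 were lower in Or-1. Opposite directions are favoured here without any difference of response, since the Rak-2 NH4+ libraries enter both comparisons with opposite sign. In all genes called in the Rak-2 response and between the ecotypes, the direction was shared for 33.5%, against 41.3% to 51.0% in simulated libraries with equal response, a smaller gap than for Or-1.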

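Of the 368 genes called in Or-1 and between the ecotypes alone, 273 rose and 95 fell under NH4+ in Or-1, and 263 of the 273 that rose were higher in Or-1 than in Rak-2 under NH4+. The direction of the 2 comparisons is linked through the Or-1 NH4+ libraries, which enter both. In genes of these libraries called in the Or-1 response and between the ecotypes, the direction was shared for 84.2%, against 56.7% to 62.0% in simulated libraries with equal response.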

The function of these unique NH_4_^+^-responsive genes in the Or-1 were predicted using GO enrichment analysis and KEGG pathways. The most highly enriched biological processes were defense responses, including responses to ABA, water deprivation, chitin, wounding, and oxidative stress (**Figure 5G**). Similarly, the KEGG pathway analysis indicated that nitrogen metabolism, phenylpropanoid biosynthesis, glutathione metabolism, and plant hormone signal transduction were the most highly enriched pathways (**Figure 5H**). Collectively, these results suggest that the NH_4_^+^-tolerant ecotype Or-1 exhibits a more intensive response to NH_4_^+^ by activating defense processes and pathways, including phenylpropanoid biosynthesis, nitrogen metabolism, and glutathione metabolism.

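Of the 2207 genes called in the NH4+ response of either ecotype, 682 were called in both, 673 of them in the same direction. Another 1030 were called in Or-1 alone, and 77.2% of these changed in the same direction in Rak-2 without passing the thresholds there. The difference between the responses was itself called for 154 (15.0%) of the 1030 and for 31 (6.26%) of the 495 called in Rak-2 alone. Over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 237 differences of response, 208 of them with the higher value in Or-1 and 29 with the lower. With one of the 12 libraries left out this number ranged from 69, without Rak-2 NH4+ replicate 1, to 613, without Rak-2 NO3- replicate 3, and the share with the higher value in Or-1 from 72.7% to 91.0%. DESeq2's Wald test called 712 differences, 236 of the 237 among them, and a replicate block 398, with 235 of the 237 and with 99 of the 398 lower in Or-1. The slope of the Or-1 on the Rak-2 log2 fold changes over the 2207 genes was 1.22, and the median absolute log2 fold change was 1.50 in Or-1 and 1.19 in Rak-2. The slope rested on Rak-2 NO3- replicate 3, without which it was 0.992, and lay between 1.17 and 1.31 with any other library left out. Libraries simulated gene by gene, with equal response and the observed spread of each group, gave slopes between 0.943 and 0.988 and at most 1 called difference. From the larger sets of induced genes and the pathways enriched among them, the paper proposes that Or-1 responds to NH4+ more intensively, by activating defense processes, phenylpropanoid biosynthesis, nitrogen metabolism and glutathione metabolism.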

### The tolerant ecotype maintained a low NH_4_^+^ level, mainly by promoting NH_4_^+^ assimilation rather than inhibiting NH_4_^+^ uptake

As the NH_4_^+^-sensitive ecotype, Rak-2 accumulated more NH_4_^+^ than the NH_4_^+^-tolerant ecotype Or-1 (**Figure 2C**), their uptake and assimilation of NH_4_^+^ were investigated. Both the concentration and accumulation of ^15^N were significantly higher in the NH_4_^+^-tolerant ecotype Or-1 (**Figures 6A, B**). The higher nitrogen utilization efficiency (NUtE) in the tolerant ecotype indicated the higher efficiency of the conversion of shoot N into shoot biomass (**Figure 6C**). The expression of *AMT2* and *AMT1.2* were also higher in the NH_4_^+^-tolerant ecotype (**Figure 6D**), which supports the results for ^15^NH_4_^+^ assimilation. 

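AMT2 (AT2G38290) was at 116 ± 36.8 normalized CPM (SD, n = 3) in Or-1 and 53.1 ± 5.70 in Rak-2 under NH4+, a log2 difference of 1.13 (standard error 0.21, adjusted p = 0.00280) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without Or-1 NH4+ replicate 3 the difference was 0.88 and was not called. AMT1;2 (AT1G64780) was at 244 ± 8.71 in Or-1 and 106 ± 16.9 in Rak-2, a difference called in each of the 6 fits that left out one library (adjusted p = 0.00210 from edgeR's quasi-likelihood test). Under NO3- AMT1;2 differed by 1.32, which was called, and AMT2 by 0.44, which was not. AMT1;1 (AT4G13510) and AMT1;3 (AT3G24300) differed by 0.08 and -0.57 under NH4+ and were not called.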

Although the GS activity of both ecotypes increased with increasing NH_4_^+^ concentration, no difference was observed between the two (**Figure 6E**). 

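GLN1;1 (AT5G37600) and GLN1;2 (AT1G66200) changed under NH4+ by -0.01 and 0.44 on the log2 scale in Or-1 and by 0.42 and 0.04 in Rak-2 (adjusted p = 0.990, 0.369, 0.326 and 0.943 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), none of them called. GLN1;2 was the most abundant of the family, at 2119.7 ± 246 normalized CPM (SD, n = 3) in Or-1 under NH4+. GLN1;4 was at 42.5 ± 7.07 in Or-1 and 115 ± 13.5 in Rak-2 under NH4+, a log2 difference of -1.43 (standard error 0.37, adjusted p = 0.0174) from edgeR's quasi-likelihood test, which was called in 3 of the 6 fits that each left out one library. The other members GLN1;1, GLN1;2 and GLN1;3 were not called between the ecotypes under NH4+. The plastid gene GLN2 (AT5G35630) fell under NH4+, by 1.37 in Or-1 and 1.46 in Rak-2.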

The expression of *Gln1s* was significantly induced by NH_4_^+^, and only the expression of *Gln1.4* slightly higher in the NH_4_^+^ -sensitive ecotype (**Figure 6D**). However, GDH activity was strongly induced by NH_4_^+^ nutrition and was significantly higher in the tolerant ecotype when compared with that in the sensitive ecotype (**Figure 6F**). Accordingly, the expression of *GDH1* and *GDH2* was more significantly induced in the roots of the tolerant ecotype than in those of the sensitive ecotype (**Figure 6D**).

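GDH1 (AT5G18170) rose under NH4+ by 1.27 (standard error 0.21, adjusted p = 0.00176) on the log2 scale in Or-1 and 0.46 (standard error 0.21, adjusted p = 0.163) in Rak-2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GDH2 (AT5G07440) rose by 1.70 (standard error 0.17, adjusted p = 7.28e-05) in Or-1 and 0.42 (standard error 0.16, adjusted p = 0.113) in Rak-2 from edgeR's quasi-likelihood test. Its rise differed between the ecotypes by 1.27 (standard error 0.23, adjusted p = 0.0257 from edgeR's quasi-likelihood test), which was called in 7 of the 12 fits that each left out one library. For GDH1 the difference of 0.80 was not called (adjusted p = 0.182 from edgeR's quasi-likelihood test). Under NH4+, GDH1 and GDH2 were higher in Or-1 by 0.76 and 0.97, with an FDR under 0.05 and a fold change under the threshold. GDH3 was lower in Or-1, at 20.9 ± 18.7 against 89.3 ± 9.18 normalized CPM (SD, n = 3) in Rak-2, a difference called in 3 of the 6 fits that each left out one library.

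**Figure D3:**
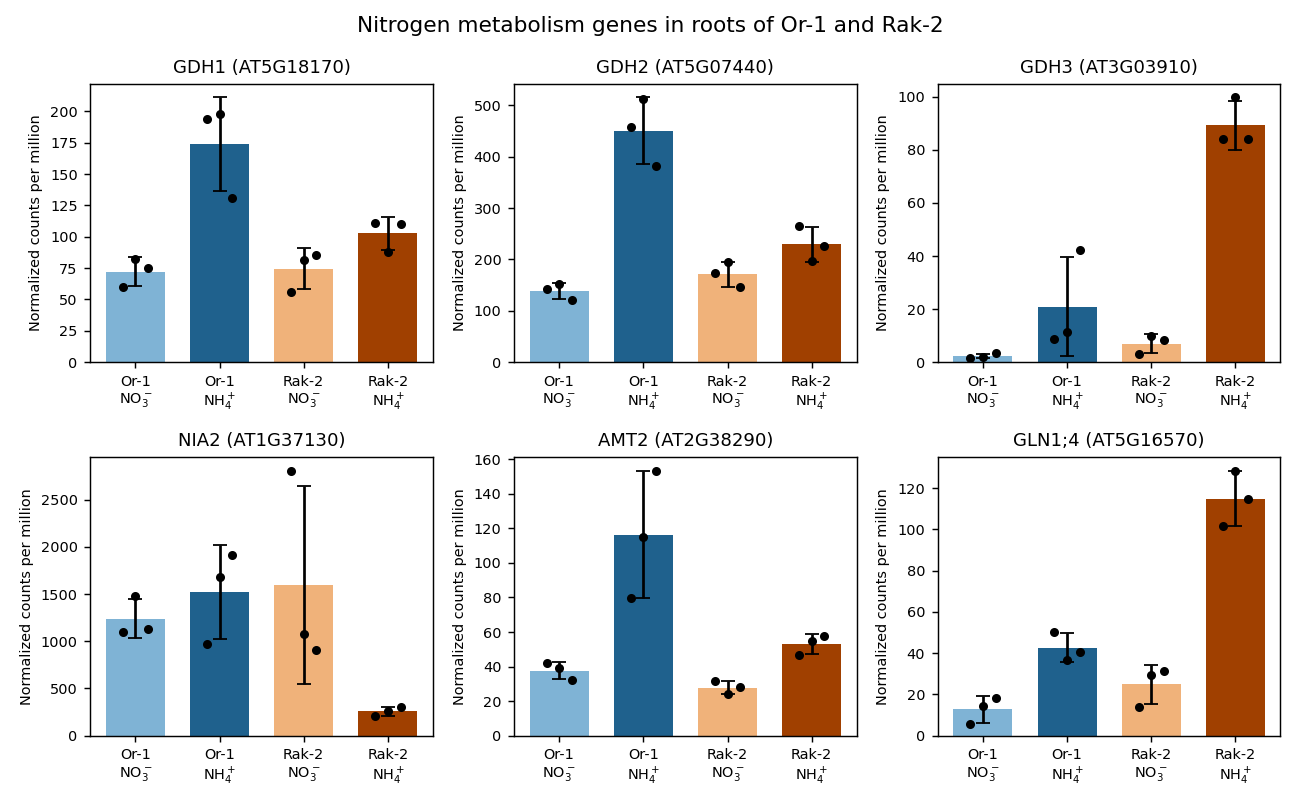
Normalized CPM of 6 genes of nitrogen metabolism (vertical axes, linear) in roots of Or-1 and Rak-2 under NO3- and NH4+. Points are the 3 libraries of each group in the order of their replicate numbers, bars the mean and whiskers the SD. GDH2 was at 451 ± 65.3 in Or-1 and 229.6 ± 33.7 in Rak-2 under NH4+.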

**Figure 6:**
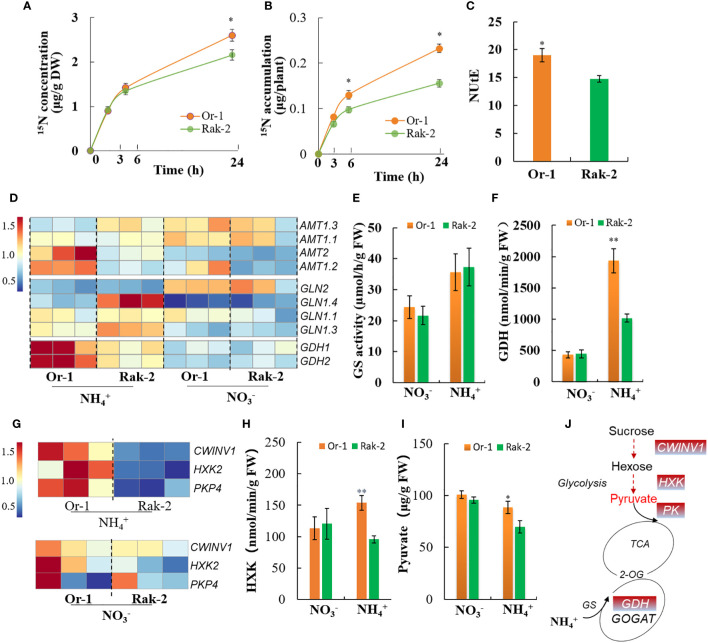
Analysis of NH_4_^+^ assimilation capacity between the two varieties. **(A, B)** The short-term of ^15^NH_4_^+^ uptake for 3 h, 6 h and 24 h. **(C)** The nitrogen utilization efficiency (NUtE) between the two ecotypes under NH_4_^+^ nutrition. NUtE is calculated by biomass/nitrogen. **(D)** Differential expression profiling of the NH_4_^+^ uptake and assimilation genes, including the NH_4_^+^ transporter genes *AMTs*, glutamine synthesis genes *GLN* and glutamate dehydrogenase genes *GDH*. **(E)** The activity of glutamine synthesis in the roots of two ecotypes. **(F)** The activity of GDH in the roots of two ecotypes. **(G)** Differential expression profiling of the carbohydrate metabolism genes, including the cell wall-bound invertase gene *CWINV1*, hexokinase gene *HXK2* and pyruvate kinase gene *PK4*. **(H)** The activity of hexokinase in the roots of two ecotypes. **(I)** The content of pyruvate in the roots of two ecotypes. **(J)** The schematic diagram of carbon and nitrogen metabolism. The enzymes and metabolite highlighted in red font represent higher activity or content in the root of tolerant ecotype. Results are means ± SD of three biological replicates. *p < .05 and **p < .01.

The vital nodes of C and N metabolism were also investigated. The expression of hexokinase gene (*HXK2*) and pyruvate kinase gene (*PK4*) were much higher in the roots of the tolerant ecotype than the sensitive ecotype with NH_4_^+^ nutrition (**Figure 6G**). These results are consistent with the enzymatic activities of HXK and PK (**Figure 6H**; **Figure S5**). 

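HXK2 (AT2G19860) was at 42.7 ± 11.5 normalized CPM (SD, n = 3) in Or-1 and 16.0 ± 2.29 in Rak-2 under NH4+, a log2 difference of 1.42 (standard error 0.50, adjusted p = 0.0647) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass the FDR threshold. It did pass with DESeq2's Wald test, with a replicate block and with only the 6 libraries compared in the fit. Of the 9 genes annotated as pyruvate kinases and tested, 1 was called higher in Or-1 than in Rak-2 under NH4+ and 0 were called lower. At an unadjusted p under 0.05 these counts were 3 and 0, and the median log2 difference was 0.18, with 8 of the 9 positive. AT3G49160, a member of the pyruvate kinase family, differed by 1.32 (standard error 0.54, adjusted p = 0.104) from edgeR's quasi-likelihood test. The files do not pair the name PK4 with an identifier. The cell wall invertase gene CWINV1 (AT3G13790) was higher in Or-1 under NH4+ by 1.22 (standard error 0.33, adjusted p = 0.0213) from edgeR's quasi-likelihood test, a call that held in 1 of the 6 fits that each left out one library.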

Importantly, pyruvate content, which is essential for N metabolism, was reduced by NH_4_^+^ nutrition, whereas its content was significantly higher in the roots of the tolerant ecotype than in the sensitive ecotype under NH_4_^+^ nutrition (**Figure 6I**). These results indicated that the tolerant ecotype maintained a low NH_4_^+^ level, mainly by promoting NH_4_^+^ assimilation rather than inhibiting NH_4_^+^ uptake.

## Discussion

### The tissue NH_4_^+^ concentration is an important factor contributing to variations in plant growth and NH_4_^+^ tolerance

NH_4_^+^ is toxic to plants, even at micromolar concentrations (von Wirén et al., 2000). Many hypotheses have been proposed to explain NH_4_^+^ toxicity, such as the depletion of organic acids, deficiency of cations, futile transmembrane NH_4_^+^ cycling and so on (Li et al., 2014). Previous studies have explored the medium NH_4_^+^ concentration toxic to different crops (Britto and Kronzucker, 2002). A previous study has expounded the critical role of NH_4_^+^ in *Arabidopsis* natural variability in NH_4_^+^ tolerance (Sarasketa et al., 2014). In this study, we found the two-segment linear model accurately simulated the relationship between fresh weight and tissue NH_4_^+^ concentration under different nitrogen sources (**Figure 1E**). When the tissue NH_4_^+^ concentration was below 50 μg/g under nitrate conditions, the fresh weight rapidly decreased with the tissue NH_4_^+^ concentration. Whereafter, the pace of declines slowed, when the tissue NH_4_^+^ concentration was over 50 μg/g under NH_4_^+^ conditions, (**Figure 1E**). This phenomenon possibly enlightened that low concentrations of NH_4_^+^ do not cause obvious symptoms of NH_4_^+^ toxicity, such as leaf chlorosis, but affect plant growth in an imperceptible way. However, the visible symptoms of NH_4_^+^ toxicity appeared over 50 μg/g under NH_4_^+^ conditions. A previous study revealed that the shoot K^+^ was positively correlated with the growth and NH_4_^+^ tolerance (Chen et al., 2021), and this correlation may be indirectly caused by the inhibition of K^+^ transport. Thus, the tissue NH_4_^+^ concentration is an important factor contributing to variations in plant growth and NH_4_^+^ tolerance.

Plants deal with NH_4_^+^ overload by using different strategies, including NH_4_^+^ transporters and NH_4_^+^ assimilation regulation. Inactivation of AMT1;1 and AMT1;2 by interaction with CIPK23 is important for NH_4_^+^ uptake regulation; Thus, the Loss of CIPK23 increases root NH_4_^+^ uptake and confers hypersensitivity to NH_4_^+^ (Straub et al., 2017). In the present study, the NH_4_^+^-tolerant ecotype Or-1 accumulated more ^15^N-labeled NH_4_^+^ (**Figures 6A, B**), thus the repression of AMT transporter cannot explain the tolerance mechanism of Or-1. Instead, the NH_4_^+^-tolerant ecotype displayed higher expression of *AMT2* and *AMT1.2* than the NH_4_^+^ -sensitive ecotype Rak-2, and its expression were induced by NH_4_^+^ (**Figure 6D**). Recently study found the expression of *ZmAMT1s* were induced by NH_4_^+^ nutrition and discovered glutamine rather than NH_4_^+^ regulated ZmAMT1s (Hui et al., 2022). The higher content of assimilated ^15^N-labeled H_4_^+^ and NUtE indicated that the tolerant ecotype Or-1 had a stronger NH_4_^+^ assimilation capacity, thus induced the expression of *AMTs* through a positive feedback by the NH_4_^+^ assimilate - glutamine.

### The tolerant ecotype had a stronger NH_4_^+^ assimilation capacity to alleviating NH_4_^+^ toxicity

In plants, NH_4_^+^ assimilation generally occurs via the GS/GOGAT cycle. Cytosolic (GS1) and chloroplast (GS2) isoforms play opposing roles in NH_4_^+^ stress. Root Gln1.2 alleviates NH_4_^+^ toxicity, whereas shoot Gln2 aggravates NH_4_^+^ toxicity in a pH-dependent manner (Hachiya et al., 2021). Indeed, the expression of *Gln1s* was significantly induced by NH_4_^+^, whereas the expression of *Gln2* was repressed (**Figure 6D**), suggesting an interesting regulation of *GS* to adapt NH_4_^+^ stress in plants. Although the GS activity of both ecotypes increased with increasing NH_4_^+^ concentration, no difference was observed between the two ecotypes (**Figure 6E**). Another study found no correlation between GS activity and shoot biomass in *Arabidopsis* under NH_4_^+^ nutrition (Sarasketa et al., 2014). Thus, variations in GS activity may not be crucial for NH_4_^+^ tolerance in different Arabidopsis ecotypes. GDH can incorporate NH_4_^+^ independently of the GS/GOGAT cycle and plays a critical role in the detoxification of NH_4_^+^ in stress conditions (Xian et al., 2020). Although the capacity of GDH to synthesize Glu *in vivo* has not been clearly demonstrated, heterologous expression of fungal GDH in plants could alleviates NH_4_^+^ toxicity and improve nitrogen assimilation (Tang et al., 2018; Yan et al., 2021). In this study, GDH activity and its encoding genes in both ecotypes were induced by NH_4_^+^ nutrition, and the activity was much higher in the tolerant ecotype than in the sensitive ecotype (**Figure 6F**). Moreover, *GDH1* and *GDH2* were more strongly induced in the roots of the tolerant ecotype than in those of the sensitive ecotype (**Figure 6D**). Overall, these results possibly indicate the critical role of GDH in *Arabidopsis* natural variation in NH_4_^+^ tolerance.

The sucrose metabolism pathway was enriched in the tolerant ecotype, indicating that this process was more active in the NH_4_^+^-tolerant ecotype (**Figure 4C**; **Figure S4**). Hexokinase (HXK) and Pyruvate kinase (PK) function crucial roles in Glycolysis and TCA cycle, providing 2-OG and energy for N metabolism (Stitt, 1999). In the present work, the expression of *HXK2* and *PK4* were much higher in the root of tolerant ecotype than the sensitive ecotype under NH_4_^+^ nutrition (**Figure 6G**). These results are consistent with the enzymatic activities of HXK and PK (**Figure 6H**; **Figure S5**). Importantly, the crucial carbon metabolite pyruvate was reduced by NH_4_^+^ nutrition, whereas its content was significantly higher in the roots of the tolerant ecotype than in the sensitive ecotype under NH_4_^+^ nutrition (**Figure 6I**). These results suggest that the tolerant ecotype had a stronger carbon skeleton (2-OG) production capacity for NH_4_^+^ assimilation (**Figure 6J**).

Coordination of carbon (C) and nitrogen (N) metabolism is essential for plant growth and stress tolerance (Reguera et al., 2013; Liang et al., 2020). The higher nitrogen utilization efficiency (NUtE) in the tolerant ecotype indicated the higher efficiency of the conversion of shoot N into shoot biomass (**Figure 6C**). The NUtE was similar among the accessions with different nitrogen use efficiency and uniformly decreased with high N supply, but the accessions differed in their NUtE under N restriction (Menz et al., 2018). The nitrogen was not limited and the concentration was even higher under NH_4_^+^ nutrition than that under nitrate nutrition. Thus, the higher NUtE in the tolerant ecotype may suggest better-coordinated C/N metabolism compared with the sensitive ecotype under NH_4_^+^ stress.

### The tolerant ecotype displayed stronger defense responses by activating phenylpropanoids and the derived stilbenoids

NH_4_^+^ induces ROS formation, leading to oxidative damage in plants (Podgorska et al., 2013; Liu et al., 2022). Here, stilbenoid biosynthesis, phenylpropanoid biosynthesis, and glutathione metabolism pathways were commonly activated by NH_4_^+^ in all ecotypes (**Figure 3D**). Stilbenoids, which are hydroxylated derivatives of stilbene belonging to the phenylpropanoid family, have been shown to have a wide spectrum of biological functions, such as antioxidant and antimicrobial activities (Dong and Lin, 2021). Many other secondary metabolites, such as anthocyanins and flavonols, share a common origin in the phenylpropanoid biosynthetic pathway and functions as an ROS scavenger induced by abiotic stress (Dong and Lin, 2021). Treatment with flavonoids, such as naringenin, reduces oxidative damage under Cd stress in rice (Chen et al., 2022). Moreover, phenylpropanoid metabolism is associated with the reinforcement of cell walls under NH_4_^+^ nutrition, which was considered as an important NH_4_^+^ tolerance mechanism (Royo et al., 2019; Yang et al., 2022). Importantly, the NH_4_^+^-tolerant ecotype Or-1 showed a more intense response to NH_4_^+^ by activating pathways, including phenylpropanoid and stilbenoid biosynthesis (**Figure 4C**). Therefore, the biosynthesis of phenylpropanoids and stilbenoids derived from NH_4_^+^ may play a positive role in the defense response to NH_4_^+^ toxicity, and this thus warrants further investigation.

The tolerant ecotype was more responsive to NH_4_^+^ stress than the sensitive ecotype. These genes were highly enriched in defense responses, including their responses to ABA, water deprivation, chitin, wounding, and oxidative stress (**Figure 5G**). ABA signaling plays a key role in oxidative stress responses and is associated with the induction of antioxidant defense systems (Yang et al., 2015; Li et al., 2019b). Interestingly, the NH_4_^+^- tolerant ecotype has stronger ABA responses and phenylpropanoid metabolism for ROS scavenging (**Figures 5G, H**). Recently, a research investigated the genetic variation underlying differential ammonium and nitrate responses in *Arabidopsis thaliana*, and found the preferring ammonium or nitrate, appeared to be generated by combinations of loci rather than a few large-effect loci, which most are specific to a developmental or defense trait under specific nitrogen source (Katz et al., 2022). In our results, we also found only few genes were simultaneously responsive to NH_4_^+^ between the two genotypes (**Figure 5A**). This suggested that ammonium tolerance genotypes are a combination of multiple mini-effect genes.

## Conclusion

In this study, the tissue content of NH_4_^+^ was found the main cause for NH_4_^+^ toxicity, and the two-segment linear model accurately simulated the relationship between fresh weight and tissue NH_4_^+^ concentration under different nitrogen sources. we revealed that the tolerant ecotype maintained a low NH_4_^+^ level, mainly by promoting NH_4_^+^ assimilation rather than inhibiting NH_4_^+^ uptake. The carbon and nitrogen metabolism analysis revealed that the tolerant ecotype had a stronger carbon skeleton (2-OG) production capacity with higher levels of hexokinase (HXK), pyruvate kinase (PK), and GDH activity to assimilate free NH_4_^+^. Furthermore, the core information about the biochemical regulation of plants in response to NH_4_^+^ toxicity was identified. The most enriched pathways included nitrogen metabolism, camalexin, stilbenoid and phenylpropanoid biosynthesis were upregulated by NH_4_^+^. Interestingly, a large number of genes, which enriched in phenylpropanoid and stilbenoid biosynthesis, were uniquely upregulated in the NH_4_^+^- tolerant ecotype. These results suggested that the NH_4_^+^-tolerant ecotype showed a more intense response to NH_4_^+^ by activating defense processes and pathways.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, GSE243624.

## Author contributions

HC: Conceptualization, Data curation, Formal analysis, Writing – original draft. WL: Data curation, Formal analysis, Methodology, Writing – original draft. WZ: Investigation, Software, Validation, Writing – review & editing. JZ: Data curation, Formal analysis, Project administration, Writing – review & editing. QZ: Writing – review & editing. ZZ: Resources, Supervision, Writing – review & editing.

# Supplementary material for: Integrated comparative transcriptome and physiological analysis reveals the metabolic responses underlying genotype variations in NH4 + tolerance
**Source:** Front Plant Sci. 2023 Dec 13;14:1286174. doi: 10.3389/fpls.2023.1286174
**Supplement:** Supplementary file 1

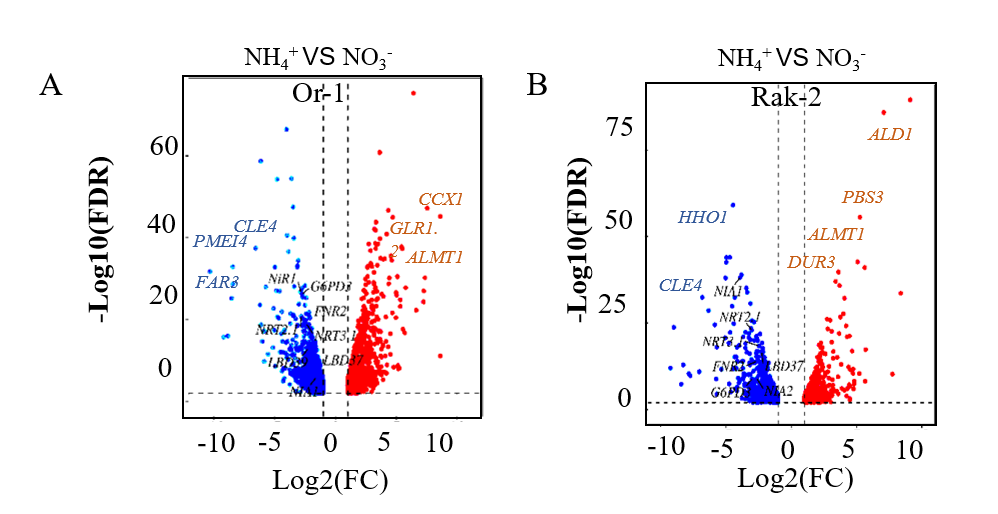

**Supplementary Figure S1** The differentially expressed genes (DGEs) were identified through comparisons of the FPKM values for each gene between ammonium and nitrate (NH_4_^+^ vs NO_3_^-^) in the Or-1 (A). The DGEs were identified through comparisons of the FPKM values for each gene between ammonium and nitrate (NH_4_^+^ vs NO_3_^-^) in the Rak-2 (B). The DEGs were defined as genes with the FDR < 0.05 and with |log_2_ ^(fold change)^ | >1. The general nitrate-responsive genes (eg., *NRT2.1*, *NIA1*, *G6PD3*, *FNR2*) were marked with red as quality control index. The most outstanding up-regulated genes were marked with crown and the most outstanding down-regulated genes were marked with blue.

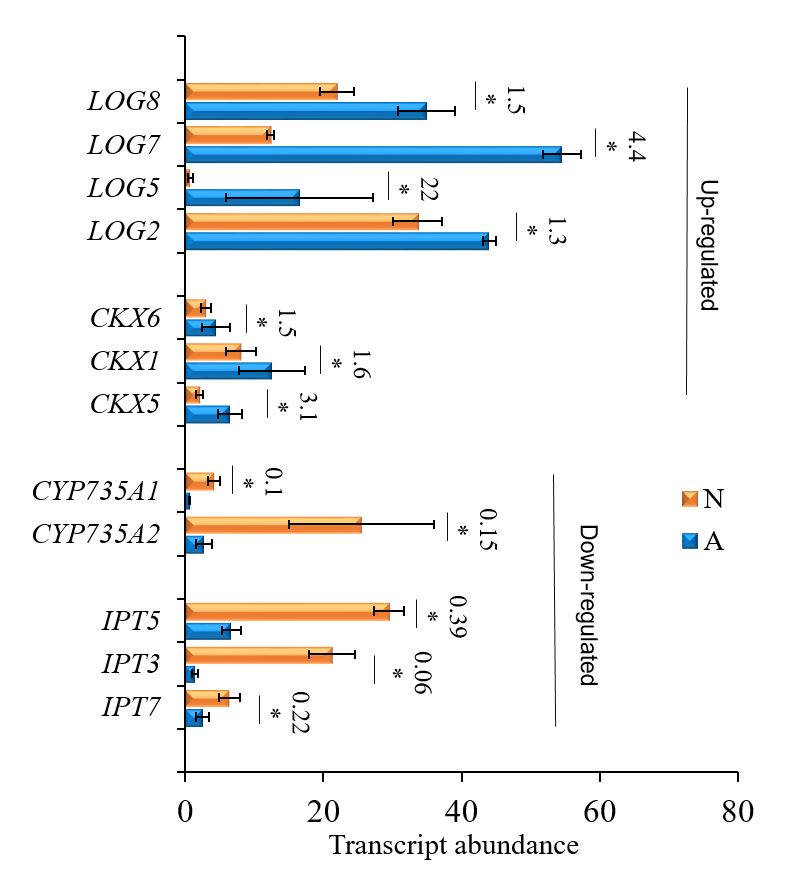

**Supplementary Figure S2** The effects of ammonium nutrition on the pathway of zeatin biosynthesis. The yellow bar represents nitrate-based nitrogen nutrition conditions (N). The blue bar represents the ammonium-based nitrogen nutrition conditions (A).

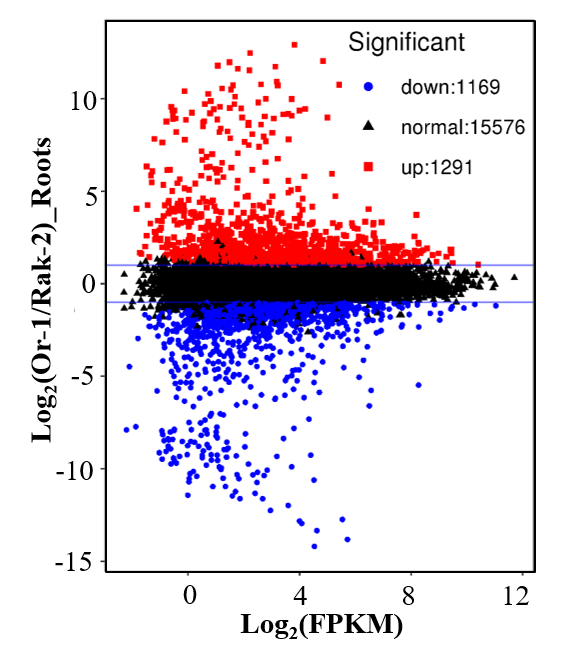

**Supplementary Figure S3** The overall DEGs between the two ecotypes.

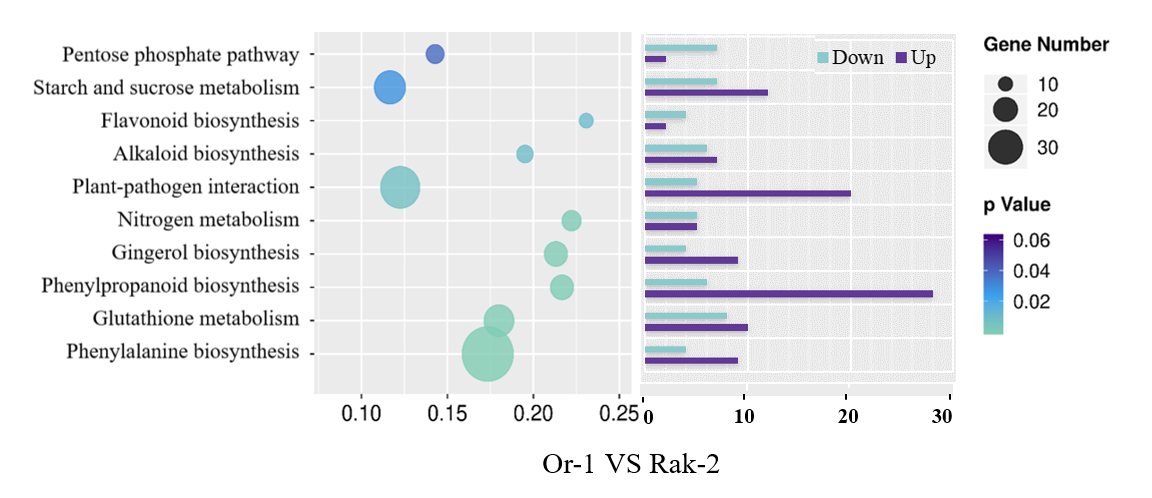

**Supplementary Figure S4** GO enrichment analysis of the DGEs between the two genotypes.

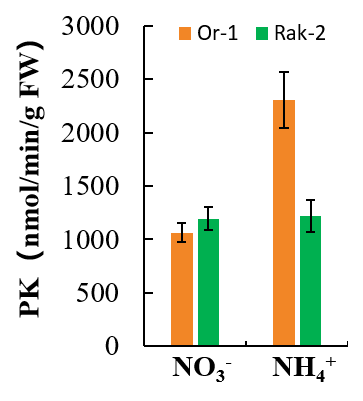

**Supplementary Figure S5** the enzyme activity of pyruvate kinase (PK) in the roots of two ecotypes.

**Supplementary Table 1** The traits of fresh weight and free NH_4_^+^ among the natural accessions of *Arabidopsis thaliana*

How the deposited data were processed for this re-analysis (not part of the article)

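Roots of the Arabidopsis thaliana ecotypes Or-1 and Rak-2 were compared after 1 day on NH4+ or NO3-, in 4 groups of 3 libraries each. The authors deposited a table of counts for 26568 genes and the 12 libraries, with whole numbers and no normalization, and the text of the paper names neither the aligner nor the counting program. A length in bases per gene stands beside the counts as deposited by the authors, and for the 148 core genes of Table S2 the counts and lengths gave FPKM values whose ratio to the authors' FPKM lay between 0.9991 and 1.0009 wherever the latter was above 5, while the other sheets of that table were not compared. The authors also deposited 3 tables of differentially expressed genes, with FPKM values per kilobase and per library, log2 ratios and p-values with FDR, which were made on another annotation than the counts and list genes with an FDR of at most 0.00999. The log2 ratios of the authors' deposited tables are NO3- over NH4+ for the responses of each ecotype. These tables were used to count genes shared with the calls from the counts, and not for any test.

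Of the 26568 genes, 3548 had no count in any library, 694 were genes newly assembled by the authors, which took between 0.295% and 0.472% of the counts of a library, and 203 were organelle genes. Identifiers were matched to the reference annotation of the TAIR10.1 assembly, which held 25670 of them, for gene names and neighbours, and no coordinates are given. The depth ranged from 19962042 to 20565302 counts for Or-1 under NH4+, from 18500416 to 22388738 for Or-1 under NO3-, from 18302973 to 19253149 for Rak-2 under NH4+ and from 16005610 to 22035857 for Rak-2 under NO3-. A group in which every library had at most 3 counts of a gene was treated as being at the detection limit, and a fold against it is given as a lower bound from 3 counts in the smallest scaled library of that group. The counts are reads and not molecules, so this limit covers counting error alone.

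The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with its group minimum of 10 counts and total of 15, and libraries were scaled by TMM. The model held one coefficient per group, and edgeR's quasi-likelihood F test was applied to the NH4+ response in each ecotype, to the ecotypes under each nitrogen source and to the difference of the NH4+ response between the ecotypes. A gene was called at a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change over 1. The size of the responses was compared by the slope of a total least squares line through the log2 fold changes of genes called in either ecotype. The spread of a group was edgeR's common biological coefficient of variation in its 3 libraries.

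The genes named in the text are those the paper names and, in each comparison, the 3 with the largest fitted change in each direction among called genes whose groups did not overlap. Of the 74 names in the paper, 3 (PMEI4, HHO1 and PK4) are not paired with an identifier by any of the files. There were 15 gene lists, on ammonium assimilation, camalexin, class III peroxidases, cytokinin oxidases and LOG genes, cytokinin synthesis, glutathione S-transferases, hypoxia, iron deficiency, low pH and aluminium, the NO3- response, phenylpropanoid enzymes, aquaporins, salicylic acid and N-hydroxypipecolic acid, and trehalose-6-phosphate synthases and phosphatases. Each was tested among the higher and among the lower calls of each comparison with a one-sided Fisher's exact test against all genes tested, adjusted over 150 tests. Of the 31 calls, 28 held under camera and 28 under fry. The calls that neither made were those of glutathione S-transferases and of NO3--responsive genes higher in Or-1 under NH4+, and of phosphatases lower under NH4+ in Rak-2. Another 6 lists, on morning and evening clock genes, the plant peroxidase domain, pyruvate kinases, photosynthesis and shoot wax, were added after the counts had been seen. Of the 70 genes the paper names that were tested, 54 were called in the NH4+ response of Or-1 and 55 adjusted over the list alone, and 12 and 20 for the difference of response. The paper chose these genes on the same libraries, so these counts are not independent evidence.

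The steps were tested on simulated data with 200 changed genes among 19162. For the NH4+ response in Or-1, 161 were recovered with 5 false calls, between the ecotypes 170 with 5, and for the difference of response 139 with 6. These changes all lay well above the fold change threshold and each gene had the same dispersion in all groups. The recovery of smaller changes, or with the wider spread of the Rak-2 NO3- libraries, was not measured. A slope of 1.3 was recovered as 1.31. Libraries were also simulated 20 times with an equal NH4+ response in both ecotypes and 20 times without any change, with the dispersion of each group. Each gene was drawn independently, so these libraries hold no shift shared by many genes of a library. Alternatives were upper-quartile scaling, library size alone, DESeq2, no filter, a minimum of 10 counts in every library, the 6 libraries of a comparison alone, stricter and looser thresholds, each library left out in turn, and the replicate number as a block. The replicate numbers did pair some groups: correlations across genes of the deviations from the group mean were at least 0.296 between libraries of the same number of Or-1 under NH4+ and NO3-, and at least 0.216 for both ecotypes under NH4+. They reached as low as -0.0290 between Rak-2 under NH4+ and NO3- and 0.0467 between the ecotypes under NO3-. The mean over the 3 numbers was nevertheless positive for every pair of groups, from 0.106 to 0.361, the highest between the ecotypes under NO3-. No statement of the paper links replicates across groups, so the replicate block was used as an alternative and not in the reported fit. A replicate effect shared across groups is therefore not removed from the reported fit. Enrichment of GO terms and KEGG pathways was not repeated, since no annotation of them is among the files.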

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

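The tests of the spread of the Rak-2 NO3- libraries, of other splits of the libraries and of adjacent silent genes were set beforehand, and the tests of single libraries, of paralogs, of acidification, of the salicylic acid list and of the sign of the differences under NO3- were chosen only after the result was seen.

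The NH4+ response differed between the ecotypes for 237 genes by the interaction term of edgeR's quasi-likelihood test, 208 with the higher value in Or-1. Of 60 splits of the 12 libraries, drawn from 200 possible ones, 1 gave as many genes, the real one, and the next highest gave 174. Such splits mix NH4+ and NO3- libraries within a group, so the NH4+ response itself widens the spread and lowers the number of calls. They therefore cannot decide whether the responses of the ecotypes differ. Simulated libraries with an equal response and the wider spread of the Rak-2 NO3- libraries had a median of 0 called differences. Each gene was simulated independently, so shifts shared by many genes of a library were not covered. The spread is therefore not excluded as a cause. The number depended on single libraries, with 69 genes without Rak-2 NH4+ replicate 1, of which 68 were among the 237, and 613 without Rak-2 NO3- replicate 3, of which 233 were. A difference in how plants of the ecotypes were grown or harvested was not tested and stays open beside a difference between the ecotypes themselves.

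The camalexin genes were over-represented among the genes with the larger response in Or-1 (adjusted p = 4.88e-09, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), with a median difference of 2.05 and a positive difference in 10 of 10 genes. No single library accounts for it, as the highest adjusted p with one library left out was 7.08e-07, and the adjusted p ranged from 1.66e-19 to 4.06e-04 over the other alternatives. Reads shared by the paralogs CYP71A12 and CYP71A13 do not account for it either, since 4 other members were called. The difference may reflect a camalexin response to NH4+ in Or-1 that Rak-2 lacks at 1 day, and this remains a hypothesis since it was found and tested on the same libraries. Between the ecotypes the list had a median of -0.96 under NO3- and of 1.34 under NH4+, so both nitrogen sources contribute to the difference. No library was taken without nitrogen, so a different response to NO3- cannot be told apart from a different response to NH4+.

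ALD1 had a difference of response of -4.57, in the direction opposite to most of the 237 genes, and was called in 12 of 12 fits that each left out one library. A larger rise of the whole salicylic acid and N-hydroxypipecolic acid list in Rak-2 could not be separated from a change of ALD1 alone. The other 9 members had a median difference of 0.62, and 3 of them had a difference below 0, so that they went both ways. The list itself rose in both ecotypes, with 9 of 10 genes called in Or-1 and 5 of 10 in Rak-2 (adjusted p = 5.30e-10 and 2.89e-05, one-sided Fisher's exact test). No biological explanation was tested.

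NIA2 fell under NH4+ in Rak-2 and not in Or-1, with a difference of response of 2.94 (adjusted p = 0.0343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A single library does not explain its size, since the lowest difference with one library left out was 2.24. The call was nevertheless lost in 8 of the 12 such fits, in which the adjusted p rose to as much as 0.106. The result may therefore be limited by the number of libraries.

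The paper does not report the comparison of the ecotypes under NO3-, in which 1670 genes were called. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and 3 libraries against 3 cannot give a smaller share. Of the genes called between the ecotypes under NH4+, 84.7% had the same sign under NO3-. Simulated libraries with differences that do not need NH4+ gave 98.5% to 99.2%, so that part of the differences under NH4+ may depend on the nitrogen source. Shifts shared by many genes of a library were not simulated, which limits this statement.

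For 199 genes, all 6 libraries of one ecotype were at or under 3 counts while all 6 of the other had at least 10, 89 expressed in Or-1 and 110 in Rak-2. Of these, 140 are in the reference table and 59 are newly assembled or unplaced. Deletion or strong sequence divergence in one accession may underlie part of them, as 9 pairs of these genes were adjacent, against a mean of 0.493 and a maximum of 4 in 1000 random draws. Of the 9 pairs, 8 were among the genes expressed in Rak-2 alone. Low expression in one ecotype and loss of reads that differ from the reference were not separated.

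Iron deficiency genes, which the paper does not discuss, were lower under NH4+ for 11 of 18 genes in Or-1 and 12 of 18 in Rak-2 (adjusted p = 9.27e-11 and 1.27e-12, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), with medians of -2.02 and -2.29. A single library does not account for this, with a highest adjusted p of 7.99e-06 over the fits that each left out one library, and of 1.16e-04 over the other alternatives. Acidification of the nutrient solution by NH4+, which could raise the availability of iron, may contribute, since genes of the low pH and aluminium response rose in both ecotypes, in 6 of 12 genes in Or-1 and 4 of 12 in Rak-2 (the higher of the adjusted p being 0.00129). Of these 12 genes, 3 are named by the paper from the same libraries and 2 also belong to other gene lists, so the low pH list is not independent. Without Rak-2 NO3- replicate 3 its adjusted p in Rak-2 was 0.237 from Fisher's exact test. The paper describes its nutrient solutions as buffered at pH 6.0 with an equal calcium concentration, and no pH measured at the roots is among the files. The media also differ in sulfate, which the design cannot separate from the nitrogen source. The difference of response was positive for 15 of the 18 iron deficiency genes, with a median of 0.95. It was called for 0 single genes, and camera and fry called it for the list (adjusted p = 0.0109 and 0.0228). Under NO3-, 6 of the 18 were lower in Or-1 than in Rak-2 (adjusted p = 0.000520, one-sided Fisher's exact test).

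Hypoxia genes were lower under NH4+ in Rak-2 for 12 of 14 genes (adjusted p = 9.40e-15, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), with a median of -2.31. In Or-1 the median was -0.67 and 1 of 14 genes was called, and the difference between the ecotypes was called for 0 of the 14 genes over all genes, for 10 adjusted over the list alone and for 11 at an unadjusted p under 0.05, while camera called the list (adjusted p = 7.21e-08) and fry did not (adjusted p = 0.0649). With one library left out the highest adjusted p was 0.0140, without Rak-2 NH4+ replicate 1, where 3 of the 14 genes were called, and it ranged from 9.96e-18 to 0.00769 over the other alternatives. A single library therefore does not explain the direction, though the number of called genes rests on it. Between the ecotypes under NH4+, 9 of the 14 genes were higher in Or-1 (adjusted p = 4.37e-07, one-sided Fisher's exact test). Camera and fry called that comparison too (adjusted p = 0.000342 and 0.0217). It held in 9 of the 12 fits that each left out one library, and without Rak-2 NH4+ replicate 1 the adjusted p was 0.443. Oxygen supply in the single cultures was not measured and might differ between them.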

How the results depend on the processing

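No alternative was added after the results were seen. No named gene called in the reported fit or under an alternative changed direction between them. The exceptions among the other results were the slope of the responses, which was 0.992 without Rak-2 NO3- replicate 3 and from 1.17 to 1.31 in the other 11 fits, the balance of higher and lower calls, and list medians near 0, such as those between the ecotypes under NH4+ of glutathione S-transferases (0.02, and -0.06 with upper-quartile scaling) and of ammonium assimilation (0.05 and -0.04). With library size alone, 1128 genes were higher and 1203 lower in Or-1 under NH4+ (1131 and 1242 with upper-quartile scaling), and 687 were higher and 546 lower under NH4+ in Rak-2 (615 and 586). The number of called list tests, 31, was 44 with camera and 49 with fry. Cause is named only where the alternative's construction gives it, and otherwise the cause was not tested.

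Without a fold change threshold, more genes pass by construction, with 3080 in Or-1 (1735 higher, 1345 lower), 2295 in Rak-2 (961 and 1334), 4390 between the ecotypes under NH4+ (2327 and 2063) and 2678 under NO3- (1302 and 1376). Testing against the threshold with edgeR's glmTreat is stricter by construction and left 594 (353 and 241), 274 (106 and 168), 997 (520 and 477) and 790 (390 and 400), and 6 differences of response (5 higher, 1 lower). At an FDR under 0.01, 448 genes were lower under NH4+ in the response of Or-1, and 636 were called in the response of Rak-2 (279 and 357). At that FDR, 47 differences of response were called (42 and 5). A minimum of 10 counts in every library tests fewer genes. Between the ecotypes it left 708 genes lower in Or-1 than in Rak-2 under NH4+, and 992 called under NO3- (485 and 507).

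DESeq2's Wald test called 712 differences of response (537 higher, 175 lower) and 279 genes of the Rak-2 response that also differed between the ecotypes, and the cause was not tested. With the replicate block, the paired alternative, 398 differences were called, 299 higher and 99 lower, and the other counts stayed within 1.5 times, with 1972 genes in Or-1, 1366 in Rak-2, 2711 between the ecotypes under NH4+ and 1858 under NO3-. Scaling by library size alone gave 53 negative differences of response and moved the median of all genes by 0.13 in Rak-2 and by -0.13 for the difference, and upper-quartile scaling moved the latter by -0.11. Changes of 0.1 and less are therefore within the choice of scaling.

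Across the fits that each left out one library, differences of response ranged from 69 to 613 (higher from 61 to 483, lower from 7 to 130), calls in Rak-2 from 755 to 1742 (higher from 352 to 754, lower from 385 to 988), genes called in all 3 comparisons from 88 to 204, those of Or-1 and the ecotypes from 237 to 430 and those of Rak-2 and the ecotypes from 69 to 358. The lowest total in Rak-2 came without Rak-2 NH4+ replicate 1 and the highest without Rak-2 NO3- replicate 3, which left the biological coefficient of variation of the latter group at 0.271 instead of 0.343. The calls in Or-1 ranged from 1338 to 1871.

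Counted once for each single gene or list under each alternative, 438 results changed, 268 weaker, 168 stronger and 2 moved, with 0 reversed. A gene or list that changed under several alternatives is counted several times. At this depth, a gene at 3 counts or fewer in every library of a group allows no fold, only a bound.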

Differences from the paper's values

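No test was run for the differences given here, so none was chosen after a result was seen. The paper reports that IPT5 under NH4+ was at 39% of its NO3- level, and here it was at 22.6% in Or-1. None of the alternatives set before the data were examined closed the gap in Or-1, with 22.6% by library size alone and from 20.1% to 24.8% with one library left out. For IPT7 the paper's value is 22% and the value here was 39.3% in Or-1. A value was taken to differ when it was over 1.5 times apart and by more than the replicate SD, and that was no longer so without Or-1 NH4+ replicate 1 (31.6%), without Or-1 NO3- replicate 1 and without Or-1 NO3- replicate 3, and not with library size alone or without another library. For CYP735A1 the paper's value is 10% and the value here was 15.4%. It no longer differed without Or-1 NH4+ replicate 1 and without Or-1 NO3- replicate 1 (14.0%), and not with library size alone or without another library. CYP735A2, which the paper gives as 15%, was at 10.5% here and differed only without Or-1 NH4+ replicate 3 (7.94%) and without Or-1 NO3- replicate 1 (8.54%). Taken in pairs, the paper's values of IPT5 and IPT7 are 39% and 22% against 22.6% and 39.3% here, and those of CYP735A1 and CYP735A2 are 10% and 15% against 15.4% and 10.5%, so that each of these values of the paper is close to the one found here for the other gene of its pair. The paper's sentence on these genes names no ecotype, and in Rak-2 the levels here were 18.2% for IPT3, 40.2% for IPT5, 83.4% for IPT7, 30.2% for CYP735A1 and 15.7% for CYP735A2, so that its values of IPT5 and CYP735A2 are also close to those of Rak-2 and the other 3 are not.

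The paper lists CYP71B2 among the camalexin genes activated by NH4+, and here it fell by 3.14 on the log2 scale in Or-1 and by 2.79 in Rak-2, while CYP79B2 rose by 2.54 in Or-1. MPK9, which the paper also lists, changed by 0.51 and 0.21 and was called under none of the settings run. PAD4 changed by 0.80 in Or-1 and was called without Or-1 NO3- replicate 2 alone. The camalexin genes that rose in Or-1, NAC042, CYP71B15, CYP79B2 and WRKY33, were not called higher in Rak-2.

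The paper gives CKX1, CKX5 and CKX6 as 1.6 and 3.1 times higher under NH4+. Here the ratio in Or-1 was 1.57 for CKX1 and 3.12 for CKX5, close to these values, and 1.53 for CKX6. The difference lies in the calls, since CKX1 and CKX6 were not called in the reported fit. Their log2 fold changes were 0.65 and 0.61 in Or-1 and 0.53 and 0.74 in Rak-2. Both were called in Rak-2 without Rak-2 NO3- replicate 3 alone. NRT1.1, described as strongly repressed, changed by -0.79 in Or-1 and was called there under none of the settings run.

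The paper states that PIP2;4, TIP1;1 and TIP1;2 were repressed and TPPG activated by NH4+, without naming an ecotype. Here these genes were called in Or-1 and not in Rak-2, at -0.59, -0.51, -0.57 and 0.47. GLN1;3 is named among the genes strongly activated, and here it rose by 0.65 in Or-1 and 0.95 in Rak-2, the second passing the fold change threshold with upper-quartile scaling, with library size alone, without Rak-2 NH4+ replicate 3 and without Rak-2 NO3- replicate 1. The paper describes the GLN1 genes as induced by NH4+, and GLN1;1 and GLN1;2 changed by -0.01 and 0.44 in Or-1 and 0.42 and 0.04 in Rak-2.

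CYP709B3 is described as induced and higher in Or-1, and here it changed by -1.91 in Or-1 and -1.06 in Rak-2 and was lower in Or-1 under NH4+ by a log2 difference of -1.91. For WRKY41, bZIP8 and ZAT8, described as more strongly induced in Or-1, the difference of response was -0.12, -0.07 and 1.53 and was not called. GDH1, described in the same way, had a difference of 0.80 that was called under none of the settings run. GDH1 itself was called in Or-1 and not in Rak-2. HXK2, described as higher in Or-1 under NH4+, had a log2 difference of 1.42 and was called with DESeq2's Wald test, with a replicate block and with the 6 libraries of the comparison alone. The pyruvate kinase gene PK4 is paired with no identifier by the files, and AT3G49160 had a log2 difference of 1.32 under NH4+ that was not called. The paper states that most core genes rose under NH4+, above all in Or-1, and here 80 of 157 rose in Or-1 and 71 in Rak-2.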

Other observations

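Of the tests below, those of a single library and of shoot material were chosen only after the result was seen.

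More genes were called in the NH4+ response of Or-1 than of Rak-2, a ratio of 1.45. Simulated libraries with equal response and the wider spread of the Rak-2 NO3- libraries gave a median ratio of 0.937 and at most 0.983. Spread that is independent between genes is thus an unlikely cause on its own. Shifts shared by many genes of a library were not simulated. With a single library left out the ratio ranged from 1.07 to 2.11. The lowest came without Rak-2 NO3- replicate 3, with 1871 genes in Or-1 and 1742 in Rak-2, so that most of the excess could rest on that library. The spread of the ratio over these fits follows which library was left out and gives no error for a single fit. These fits therefore cannot tell the weight of that library apart from a larger response of Or-1. Of the 10 splits of the 6 libraries, 1 gave as many genes in Or-1, 1 in Rak-2 and 1 between the ecotypes under NH4+, the real split each time, and 10 splits cannot give a smaller share.

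The slope of the Or-1 on the Rak-2 responses was steeper than the median of 0.967 in simulated libraries with the same wider spread of the Rak-2 NO3- libraries. It could rest on a single library, since without Rak-2 NO3- replicate 3 it was 0.992. A larger response of Or-1 in general therefore stays open.

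The 157 genes called in all 3 comparisons are as many as libraries shared by the comparisons and an equal response could give, with a median of 178 in simulated libraries. The 368 genes of Or-1 and the 183 of Rak-2 that were also called between the ecotypes exceeded the medians of 102.5 and 118 in these simulations. The simulated libraries had more calls in Rak-2 than the data (1603 to 1745 against 1177). They had fewer between the ecotypes (1826 to 1933 against 2359). The overlaps are therefore not compared at equal totals, which limits these statements.

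The first 3 principal components of the libraries held 46.3%, 22.0% and 12.8% of the variance. The first separated the ecotypes, the second the nitrogen sources, and on the third replicate 3 was lowest in 4 of 4 groups. Harvest at different times of day, shoot material carried into the root samples and sequencing depth cannot be told apart from other differences between replicates. Among the genes with the largest weights on this component, towards replicate 3, were the photosynthesis genes CAB1, LHCB3 and RBCS1A, which are named after their weights were seen, and the photosynthesis list was written after that. Morning and evening clock genes moved in opposite directions in 1 of 4 groups, and the evening genes had medians from 0.01 to 0.11 that decide nothing. Photosynthesis and shoot wax genes both rose from replicate 1 to 3 in 0 of 4 groups. The 9 photosynthesis genes of the list that were not among those of largest weight rose in 4 of 4 groups, as shoot material would give, but the shoot wax genes did not, and that list had 3 genes. Photosynthesis genes took between 0.00628% and 0.196% of the counts and all 16 were expressed in these root libraries. The total counts ordered the replicates as the component did in 2 of 4 groups, the groups of Or-1, which with 3 libraries per group decides nothing.

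Among the other gene lists, 0 calls were made by Fisher's exact test for the 6 class III peroxidases (2 of them higher in Or-1 under NH4+ and 2 lower), for the 59 genes of the plant peroxidase domain (9 higher and 5 lower in Or-1 under NH4+), for the 6 evening clock genes and for the 16 photosynthesis genes. For the plant peroxidase domain, 40 of the 59 differences of response were positive, with a median of 0.58. Camera called this difference (adjusted p = 0.0223) and fry did not (adjusted p = 0.104). Of 3 shoot wax genes, 2 were higher under NH4+ in Rak-2 (adjusted p = 0.0636, Fisher's exact test), and 1 of them in Or-1. All 3 rose in both ecotypes, and camera and fry called this list in both (adjusted p = 0.0223 and 0.0341 in each). The class III peroxidases were called by fry as lower under NH4+ in Rak-2 (adjusted p = 0.00648), lower in Or-1 than in Rak-2 under NO3- (adjusted p = 0.000543) and under NH4+ (adjusted p = 0.0414), and with a positive difference of response (adjusted p = 0.0392), and camera called none of these (adjusted p from 0.225 to 0.697). The photosynthesis genes rose under NH4+ in Rak-2 (16 of 16 positive, median 1.48) and fell in Or-1 (0 of 16 positive, median -1.07), with a median difference of response of -2.59. Camera called the rise in Rak-2 (adjusted p = 0.0223) and the difference (adjusted p = 2.12e-06) and not the fall in Or-1 (adjusted p = 0.0974), while fry called none of the 3 (adjusted p = 0.349, 0.222 and 0.375), and 3 of the 16 differences had an unadjusted p under 0.05. Of 5 morning clock genes, 3 were lower under NH4+ in Rak-2 (adjusted p = 0.0224, Fisher's exact test), with a median of -1.65. In Or-1 the direction was the same, with 0 of 5 positive and a median of -0.61. There 1 of the 5 was called lower, and 4 were lower at an unadjusted p under 0.05.

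In the authors' deposited tables, 1933 genes are listed for Or-1 and 1523 for Rak-2, which are the authors' counts. Of those also tested here, 99.3% changed in the same direction in each ecotype, and 1242 of 1576 in Or-1 and 811 of 1228 in Rak-2 were called.

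The 3 called genes with the largest fitted fall under NH4+ in Or-1 were AT4G25250, which was at or under 3 counts in every Or-1 NH4+ library, a newly assembled gene and AT2G19210, the last 2 at least 24.1-fold and 18.9-fold lower. In Rak-2 they were the same newly assembled gene, AT1G05650 and FRO5, at least 49.0-fold, 25.9-fold and 76.4-fold lower. Between the ecotypes under NH4+, 2 newly assembled genes and AT5G45095 were at least 309-fold, 228-fold and 622-fold higher in Or-1, and AT1G51270, AT5G23830 and a newly assembled gene at least 758-fold, 585-fold and 419-fold lower. Under NO3-, CYP705A8, a newly assembled gene and AT5G35450 were at least 271-fold, 239-fold and 227-fold higher in Or-1, and AT1G51270, AT5G23830 and AT5G49645 at least 504-fold, 440-fold and 374-fold lower. For the difference of response the fitted order was AT4G04480, AT2G01379 and CYP71A13 for the higher value in Or-1, and ALD1, AT4G12520 and AT4G37235 for the lower. The calls of AT4G04480 and AT2G01379 held in 2 of the 12 fits that each left out one library, that of AT4G12520 in 3, that of AT4G37235 in 11 and those of CYP71A13 and ALD1 in 12.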
